# Hot water extract of *Agaricus blazei* Murrill specifically inhibits growth and induces apoptosis in human pancreatic cancer cells

**DOI:** 10.1186/s12906-018-2385-4

**Published:** 2018-12-04

**Authors:** Yoshihisa Matsushita, Yoshiyuki Furutani, Rumiko Matsuoka, Toru Furukawa

**Keywords:** Pancreatic cancer, Drug development, *Agaricus blazei* Murrill, Apoptosis, Gene expression, Kinetochore, Spindle, Cell cycle

## Abstract

**Background:**

Pancreatic cancer is one of the most aggressive human malignancies. The development of a novel drug to treat pancreatic cancer is imperative, and it is thought that complementary and alternative medicine (CAM) could yield such a candidate. *Agaricus blazei* Murrill is a CAM that has been tested as an anticancer drug, but its efficacy against pancreatic cancer is poorly understood. To study the potential of *A. blazei* in the treatment of pancreatic cancer, we examined the effects of its hot water extract on the proliferation and global gene expression profile of human pancreatic cancer cells.

**Methods:**

Three distinct human pancreatic cancer cell lines, MIAPaCa-2, PCI-35, and PK-8, and the immortalized human pancreatic duct-epithelial cell line, HPDE, were employed. The cells were incubated with the appropriate growth medium supplemented with the hot water extract of *A. blazei* at final concentrations of 0.005, 0.015%, or 0.045%, and cellular proliferation was assessed for five consecutive days using an MTT assay. Apoptosis was examined by using flow cytometry and the terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay. Caspase-dependent apoptosis was assayed using immunoblotting. Global gene expression profiles were examined using a whole human genome 44 K microarray, and the microarray results were validated by using real-time reverse transcription PCR.

**Results:**

The hot water extract of *A. blazei* significantly inhibited the proliferation of cultured pancreatic cancer cells through the induction of G0/G1 cell cycle arrest and caspase-dependent apoptosis; the effect was the smallest in HPDE cells. Furthermore, significant alterations in the global gene expression profiles of pancreatic cancer cells occurred following treatment with the hot water extract of *A. blazei*. Genes associated with kinetochore function, spindle formation, and centromere maintenance were particularly affected, as well as cyclins and cyclin-dependent kinases that are essential for cell cycle progression. In addition, proapoptotic genes were upregulated.

**Conclusions:**

The hot water extract of *A. blazei* may be useful for the treatment of pancreatic cancer and is a potential candidate for the isolation of novel, active compounds specific for mitotic spindle dysfunction.

**Electronic supplementary material:**

The online version of this article (10.1186/s12906-018-2385-4) contains supplementary material, which is available to authorized users.

## Background

In 2012, pancreatic cancer was estimated to be the twelfth most common cancer in men and the eleventh most common in women, with an estimated 330,000 deaths occurring worldwide. Because of this very high mortality rate, comprising an overall mortality-to-incidence ratio of 0.98 and a 5-year survival rate of 5%, pancreatic cancer ranks as the seventh most common cause of death from cancer worldwide. The leading identified cause of pancreatic cancer is cigarette smoking, but other risk factors include older age, race, obesity, diabetes mellitus, and chronic pancreatitis [1]. The signs and symptoms of pancreatic cancer include back pain, unexplained weight loss, jaundice, and pruritus. New-onset diabetes can be the first manifestation of pancreatic cancer [2]. The most effective therapeutic option for pancreatic cancer is a curative surgical resection with adjuvant chemotherapy; however, only 15–20% of pancreatic cancer patients are candidates for surgery/chemotherapy. After this curative operation, the 5-year survival rate approaches 20% [3].

Gemcitabine has been a systemic first-line chemotherapeutic drug for pancreatic cancer patients for nearly two decades; however, it has limited efficacy and the mean survival period is only 6 months [4]. Recently, two randomized controlled trials showed a moderate advantage of combination therapies over gemcitabine: FOLFIRINOX (folinic acid, 5-fluorouracil, irinotecan, and oxaliplatin) prolonged patient survival to 11.1 months (vs. 6.8 months with gemcitabine alone) [5], and gemcitabine plus nab-paclitaxel prolonged survival to 8.5 months (vs. 6.7 months with gemcitabine alone) [6]. However, most patients experienced relapses, although they managed to tolerate the increased drug toxicity. Therefore, it is imperative to find a novel compound for the treatment of pancreatic cancer that is more effective and has a lower burden of toxicity.

Complementary and alternative medicine (CAM) has been used for the treatment of numerous chronic disease conditions, including cancer [7]. Mushrooms are the most frequently used CAM in Japan, with *Agaricus blazei* Murrill, a medicinal mushroom commonly known as “Himematsutake,” accounting for 60.6% of the medicinal mushroom usage in Japan. *A. blazei* has been tested for the treatment of cancer, viral diseases, and diabetes mellitus [8–13]. We previously found that a hot water extract of *A. blazei* (AbE) could improve cardiovascular symptoms in patients; subsequently, we found that brefeldin A, a compound purified from AbE, had estrogenic activity [14, 15]. Experiments have confirmed the ability of AbE to inhibit the growth of various cancers, including colon cancer, leukemia, methylcholanthrene-induced fibrosarcoma, Sarcoma-180, Ehrlich ascites carcinoma, and Shionogi carcinoma [16–19]. AbE was shown to induce apoptosis in cancer cells through the Bax- and the caspase-dependent pathway and to modulate immunological reactions through an increase in the production of tumor necrosis factor-α (TNF-α) and interleukin-8 (IL-8) by macrophages [20–22]. Despite these studies, the detailed mechanistic pathways of these pharmaceutical effects remain unknown. Moreover, despite the current prevalence of genomic investigations in scientific research, the effect of AbE on global gene expression in human cells has not been investigated.

To determine the potential of AbE for the treatment of pancreatic cancer, we compared its effects on the proliferation of human pancreatic cancer cells and normal pancreatic duct-epithelial cells. Moreover, to gain mechanistic insight into the effects of AbE, we explored the global gene expression profiles of pancreatic cancer cells treated with AbE.

## Methods

### Preparation of AbE

*A. blazei* powder (*A. blazei* mycelia-dikaryon, strain my26) was provided by JMCU Center Corporation [14]. The powder (2.5 g) was boiled in 45 mL water for 10 min. The supernatant was recovered by centrifugation at 3300×*g* for 3 min and sterilized by filtration through a 0.22-μm membrane. The solution obtained (AbE) was used for the following experiments.

### Cell culture

Three human pancreatic cancer cell lines, MIA PaCa-2, PCI-35, and PK-8, and the immortalized human pancreatic duct epithelial cell line, HPDE, were used in this study. MIA PaCa-2 was purchased from American Type Culture Collection (Manassas, VA, USA). PCI-35 was obtained from Dr. Hiroshi Ishikura at Department of Pathology, Hokkaido University Graduate School of Medicine, Sapporo, Japan [23]. PK-8 was obtained from Dr. Masao Kobari at the Department of Surgery, Tohoku University Graduate School of Medicine, Sendai, Japan [24]. HPDE was obtained from Dr. Ming-Sound Tsao, Department of Pathology, Princess Margaret Hospital and Toronto University, Toronto, Canada [25]. PCI-35 and PK-8 were cultured in RPMI 1640 (Sigma-Aldrich Corp., St. Louis, MO, USA) supplemented with 10% fetal bovine serum (Biowest, Nuaillé, France). MIA PaCa-2 was cultured in DMEM (Sigma-Aldrich Corp.) supplemented with 10% fetal bovine serum (Biowest). HPDE was maintained in Medium 154 (Cascade Biologics, Portland, OR, USA) containing 1% human keratinocyte growth supplement (Cascade Biologics). All cells were maintained at 37 °C in a humid atmosphere with 5% CO_2_.

### Cell proliferation assay

For this assay, 5000 cells/well were plated in 100 μL of the appropriate culture medium in 32 wells of a 96-well plate; in total, 5 plates were used. The cells were incubated for 24 h and then the culture medium of 8 wells was replaced with medium supplemented with AbE at final concentrations of 0.005, 0.015%, or 0.045% (*w*/*v*). For the control (MOCK), an equal volume of water was added to the medium of the remaining 8 wells. On each assay day, the medium from each of the 32 wells in one plate was replaced with 100 μL of 0.05% 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT)/PBS(−), and the plate was then incubated for 1 h at 37 °C in an atmosphere containing 5% CO_2_. After incubation, the MTT solution was removed by aspiration, the cells were resuspended in 100% ethanol, and the absorption of the ethanol solution at 590 nm was measured. The process was repeated for each plate on consecutive days. The 50% growth inhibitory concentration (GI_50_) values were calculated from the percentage of surviving cells after AbE treatments of 0, 0.00057, 0.0017, 0.005, 0.0085, 0.015, 0.026, and 0.045% by a four-parameter logarithmic method using GraphPad Prism 6 (GraphPad Software Inc., La Jolla, CA, USA).

### Flow cytometry

The cells were plated in the appropriate culture medium at a density of 2.5 × 10^5^ cells/plate in 10-cm dishes. After incubation for 24 h, the cells were treated with 0.005, 0.015%, or 0.045% (*w*/*v*) AbE for 48 h. For the control (MOCK), an equal volume of water as AbE supplement was added to the medium. The cells were washed with PBS(−) and fixed overnight with 70% ethanol at − 20 °C. The fixed cells were resuspended in 100 μL hypotonic citrate buffer (192 mmol/L Na_2_HPO_4_, 4 mmol/L citric acid) and incubated for 20 min at room temperature. The cells were then pelleted and resuspended in PI/RNase/PBS (100 μg/mL propidium iodide and 10 μg/mL RNase A in PBS). DNA content was analyzed using the FACSCalibur™ System (BD Biosciences, San Diego, CA, USA).

### Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay

The cells were plated using the appropriate culture medium at a density of 2.5 × 10^5^ cells/plate in 10 cm dishes. After incubation for 24 h, the cells were treated with 0.045% (*w*/*v*) AbE. For the control, an equal volume of water was added to the medium of the MOCK cells. After incubation for 48 h, the floating and adherent cells were collected and fixed with 4% paraformaldehyde/PBS overnight at 4 °C. The cells were washed with PBS and then spread on MAS-coated glass slides (Matsunami Glass Industry Ltd., Tokyo, Japan). The TUNEL assay was performed to identify DNA fragmentation in situ by using a FragEL™ DNA fragmentation Detection Kit, Colorimetric-TdT Enzyme (Calbiochem, San Diego, CA, USA) in accordance with the manufacturer’s protocol. Approximately 500 cells from randomly selected fields were observed at 400× magnification, from which the number of TUNEL-positive cells was counted.

### Microarray

Total RNA was extracted from cells treated with 0.045% (*w*/*v*) AbE or water for 48 h by using the RNeasy Midi Kit (QIAGEN, Hilden, Germany) in accordance with the supplier’s instructions. The extraction was repeated independently in triplicate. cRNAs labeled with Cyanine 3 were synthesized via the T7-linear amplification method from 500 ng of total RNA using the Low RNA Input Linear Amplification Kit (Agilent Technologies, Palo Alto, CA, USA), and subsequently purified by using the RNeasy Mini Kit (QIAGEN). For each hybridization, 1.65 μg of cRNAs was fragmented at 60 °C for 30 min using the Gene Expression Hybridization Kit (Agilent Technologies) and hybridized at 65 °C for 17 h to a 4 × 44 K Whole Human Genome Microarray slide (Agilent Technologies) in accordance with the manufacturer’s instructions. The microarrays were scanned and the signals in the scanned image were converted to intensity values that were subsequently normalized by software provided by Hokkaido System Science Co., Ltd. (Sapporo, Japan). The expression levels were normalized to the 75th percentile, and baseline transformations were conducted by using the median of the control samples from each cell line. As a means of quality control, the correlation coefficients were analyzed; one sample of PK-8 cells treated with AbE was excluded because its correlation coefficient with the other replicates was below 0.01. 

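Pearson correlations of log2 signal between arrays were computed over the probes with a value on every array, after each array was scaled to its 75th percentile. They are across probes, which are not independent replicates. The 16 pairs of arrays from the same cell line and treatment had correlations of 0.965 to 0.985. The 24 pairs from the same cell line and the other treatment had 0.912 to 0.962, and the 96 pairs from different cell lines had 0.863 to 0.944. These values cover 17 arrays, with 2 AbE arrays of PK-8; the excluded array is not analysed here.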

Lists of genes with greater than four-fold change in expression were identified by t-test (*P* < 0.05) using R (https://www.r-project.org/). Gene Ontological category lists containing genes with statistically significant expression levels were obtained using Fisher’s exact tests, using Benjamini-Yekutieli corrections (*P* < 0.05). The whole microarray data set was deposited to Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE89396. Over-representation analyses were performed using online the programs of PANTHER (http://www.pantherdb.org) [26] and REACTOME (https://www.reactome.org) [27].

### Immunoblotting

Pancreatic cancer cells treated with 0.045% (*w*/*v*) AbE or an equal volume of water for 48 h were harvested by mild scraping, centrifuged, and washed with ice-cold PBS(−) containing Complete Mini protease inhibitors (Roche, Basel, Switzerland). The cells were then suspended in an appropriate volume of RIPA buffer (Sigma-Aldrich) plus protease inhibitors (Roche) and lysed by sonication. The lysates (120 mg) were denatured, separated on SDS-polyacrylamide gels (Bio-Rad, Hercules, CA, USA), and then electroblotted onto Clear Blot membrane-p (ATTO, Tokyo, Japan). An SDS gradient gel of 5–20% polyacrylamide was used for poly (ADP-ribose) polymerase 1 (PARP1) and 10–20% polyacrylamide was used for caspase-3, caspase-9, and β-actin. After non-specific binding to the membrane was blocked by incubation with TBST (20 mM Tris-HCl, pH 7.6, 137 mM NaCl, and 0.1% Tween® 20) containing 5% (*w*/*v*) Amersham ECL Blocking Agent (GE Healthcare UK Ltd., Buckinghamshire, UK), the membranes were incubated overnight at 4 °C with Can Get Signal® Solution 1 (TOYOBO, Osaka, Japan) containing the following antibodies, separately: mouse monoclonal anti-PARP1 (clone 42/PARP, dilution 1:125, BD Biosciences, San Jose, CA, USA), mouse monoclonal anti-caspase-3 (clone 3G2, dilution 1:1000, Cell Signaling Technology Inc., Beverly, MA, USA), rabbit polyclonal anti-caspase-9 (dilution 1:1000, Cell Signaling Technology Inc.), or mouse monoclonal anti-β-actin (clone AC-15, dilution 1:1000, Sigma-Aldrich). Then, the membranes were incubated with Can Get Signal® Solution 2 (TOYOBO) containing an appropriate horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit immunoglobulin secondary antibody (dilution 1:10000, GE Healthcare UK Ltd.) at room temperature for 1 h. The bound antibodies were detected by the application of enhanced chemiluminescence (ECL) solution (Amersham ECL Plus™ Western Blotting Detection Reagents, GE Healthcare UK Ltd.) and digitally processed using an LAS-4000 mini image analyzer (Fuji Photo Film Co. Ltd., Minamiashigara, Japan).

### Quantitative reverse transcription PCR

Single-stranded cDNA was synthesized from the total RNA used for the microarray analysis using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) in accordance with the manufacturer’s instructions. Quantitative PCR was performed using the 7500 Real-Time PCR System (Applied Biosystems) with the synthesized cDNAs and Pre-Developed TaqMan® Assay Reagents (Applied Biosystems) for glyceraldehyde 3-phosphate dehydrogenase (*GAPDH;* 4326317E) or TaqMan® Gene Expression Assays (Applied Biosystems) for cyclin D1 (*CCND1;* Hs00277039_m1), cyclin-dependent kinase inhibitor 3 (*CDKN3;* Hs00193192_m1), cyclin B2 (*CCNB2;* Hs00270424_m1), cyclin A2 (*CCNA2;* Hs00996789_g1), cyclin F (*CCNF;* Hs00171049_m1), CHK2 checkpoint homolog (*S. pombe*) (*CHEK2;* Hs00200485_m1), ataxia telangiectasia mutated (*ATM;* Hs00175892_m1), cell division cycle 25 homolog A (*S. pombe*) (*CDC25A;* Hs00153168_m1), breast cancer 1, early onset (*BRCA1;* Hs00173237_m1), high mobility group (HMG)-box transcription factor 1 (*HBP1;* Hs00202110_m1), forkhead box O4 (*FOXO4;* Hs00172973_m1), vasohibin 1 (*VASH1;* Hs00208609_m1), BRCA1 associated RING domain 1 (*BRAD1;* Hs00184427_m1), cyclin-dependent kinase 6 (*CDK6;* Hs00608037_m1), NLR family pyrin domain containing 1 (*NLRP1;* Hs00248187_m1), death effector domain containing 2 (DEDD2; Hs00370206_m1), or death-associated protein kinase 3 (*DAPK3;* Hs00154676_m1). The PCR cycling program consisted of 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. All samples were analyzed in triplicate and gene expression was calculated relative to the reference housekeeping gene, *GAPDH*.

## Results

### AbE attenuates proliferation of human pancreatic cancer cells

First, we explored the effect of AbE on the proliferation of human pancreatic cancer cells of genetically and histologically distinct origins: MIA PaCa-2, PCI-35, and PK-8 [28]. The cells were incubated with appropriate growth medium supplemented with AbE at final concentrations (*w*/*v*) of 0.005, 0.015%, or 0.045%, and cellular proliferation was then monitored for five consecutive days by using the MTT assay. We found that AbE significantly attenuated proliferation of all the pancreatic cancer cell lines in a concentration-dependent manner (Fig. 1a-c). Although the effect of 0.005% AbE was mild, 0.015% AbE was sufficient to induce almost complete blockage of cell proliferation in all three cell lines. To compare the effect of AbE on pancreatic cancer cells with its effect on normal pancreatic ductal cells, we treated an immortalized human pancreatic duct epithelial cell line, HPDE [25], with AbE under the same conditions. The results revealed that HPDE was less sensitive, i.e., more resistant, to AbE than pancreatic cancer cell lines (Fig. 1d, e). The GI_50_ values of AbE treatment for the tested cell lines were 0.015% for MIA PaCa-2, 0.012% for PCI-35, 0.009% for PK-8, and 0.094% for HPDE. These results indicated that AbE significantly and specifically inhibited the proliferation of pancreatic cancer cells relative to that of normal duct-epithelial cells.

**Fig. 1:**
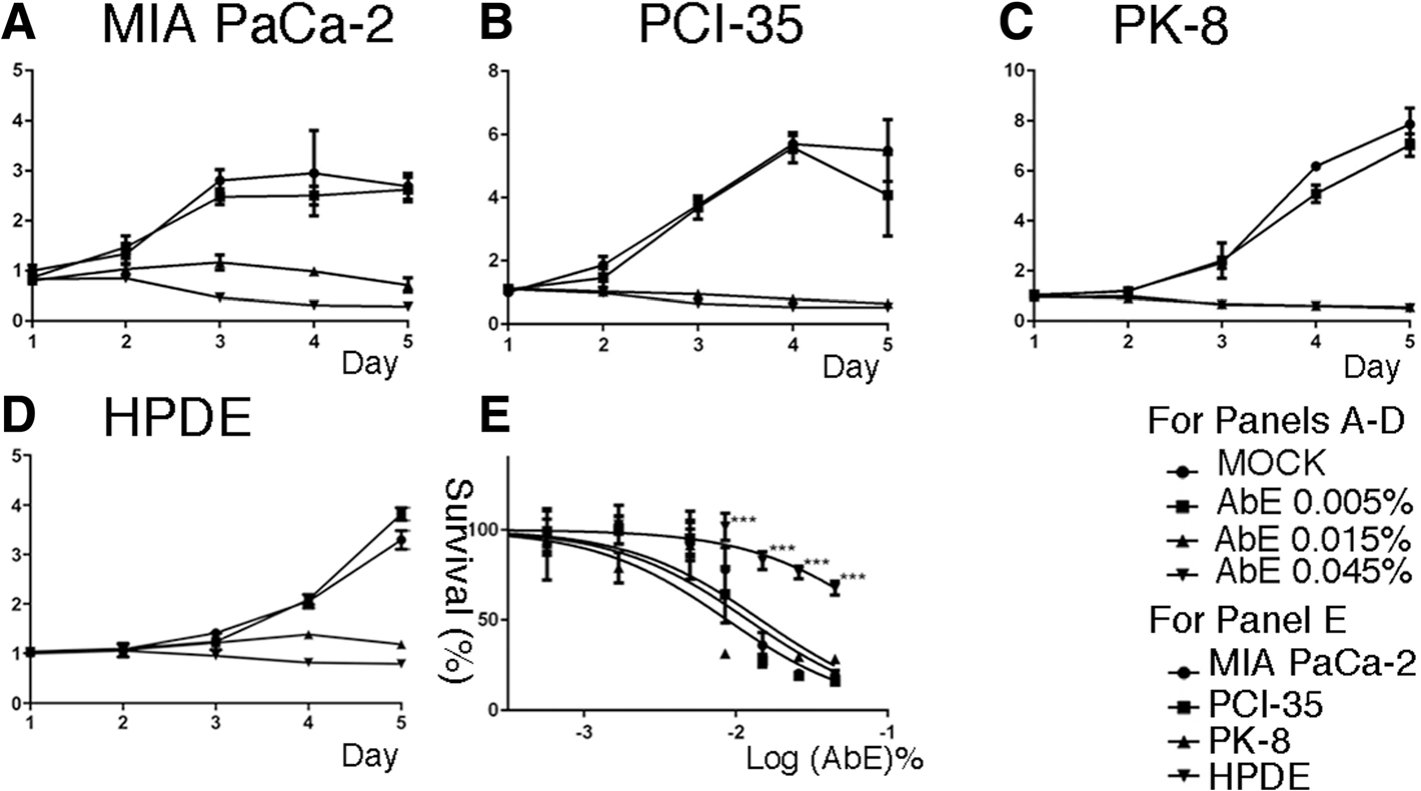
**a-d** Attenuation of the proliferation of human pancreatic cancer cells compared with that of human normal pancreatic duct epithelial (HDPE) cells by hot water extract of *Agaricus blazei* Murrill (AbE). Relative proliferation of pancreatic cancer cell lines (MIA PaCa-2, PCI-35, and PK-8) and HPDE treated with AbE at the indicated concentrations, measured by using the MTT assay. The plots represent the average of eight replicates, and the error bars indicate the standard deviation. Y axis denotes a relative growth rate to the mean value of MOCK on Day 1. **e** Cell death curves of pancreatic cancer cells and HPDE cells treated for 48 h with serial dilutions of AbE. An unpaired t-test with the Holm-Sidak method for multiple comparisons correction was used to compare HPDE to pancreatic cancer cells. ***p < 0.001

### AbE induces apoptotic cell death in pancreatic cancer cells

To elucidate the mechanism of the inhibition of cell proliferation, we used flow cytometry to quantify the cell cycle phase distribution and the sub-G1 DNA content of pancreatic cancer cells treated with AbE for 48 h. The treatment significantly increased the proportion of cells in the G1 or G2 fraction, with a variable increase in the population of the sub-G1 fraction, which indicated that AbE induced G1 or G2 arrest and apoptosis in pancreatic cancer cells (Fig. 2). Morphological examination of nuclei stained with DAPI (4′,6-diamidino-2-phenylindole) revealed increased nuclear fragmentation in AbE-treated cells compared with control-treated cells (Fig. 3). TUNEL assays demonstrated that the number of TUNEL-positive cells actually increased after AbE treatment (Fig. 3). These results provided further evidence that AbE induces apoptotic cell death of pancreatic cancer cells.

**Fig. 2:**
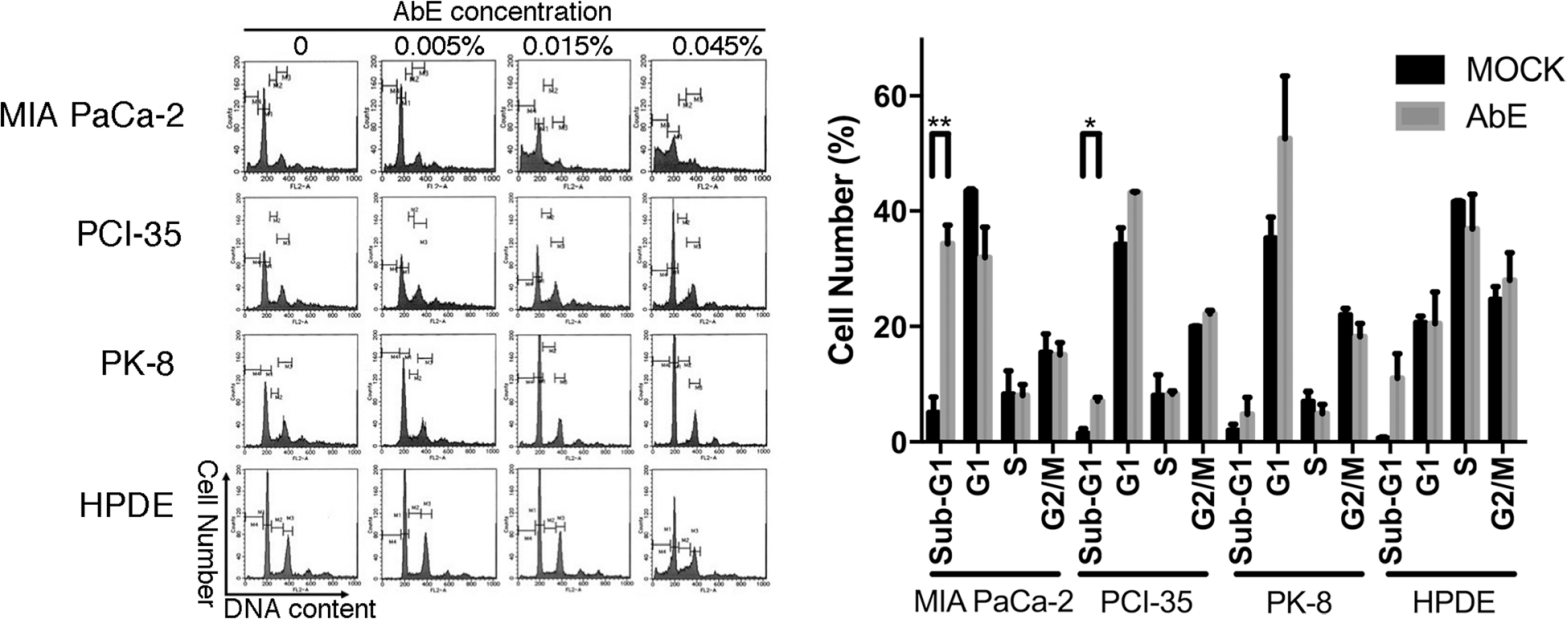
Hot water extract of *Agaricus blazei* Murrill (AbE) induces cell cycle arrest and apoptosis in pancreatic cancer cells. A. Flow cytometric analysis of the cell cycle phase fractions of pancreatic cancer cells (MIA PaCa-2, PCI-35, and PK-8) and the human normal pancreatic duct epithelial (HDPE) cells treated with AbE at the indicated concentrations for 48 h. B. A plot of the relative number of cells in cell cycle fractions including sub-G1 fraction after 0.045% AbE treatment, obtained using flow cytometric analysis

**Fig. 3:**
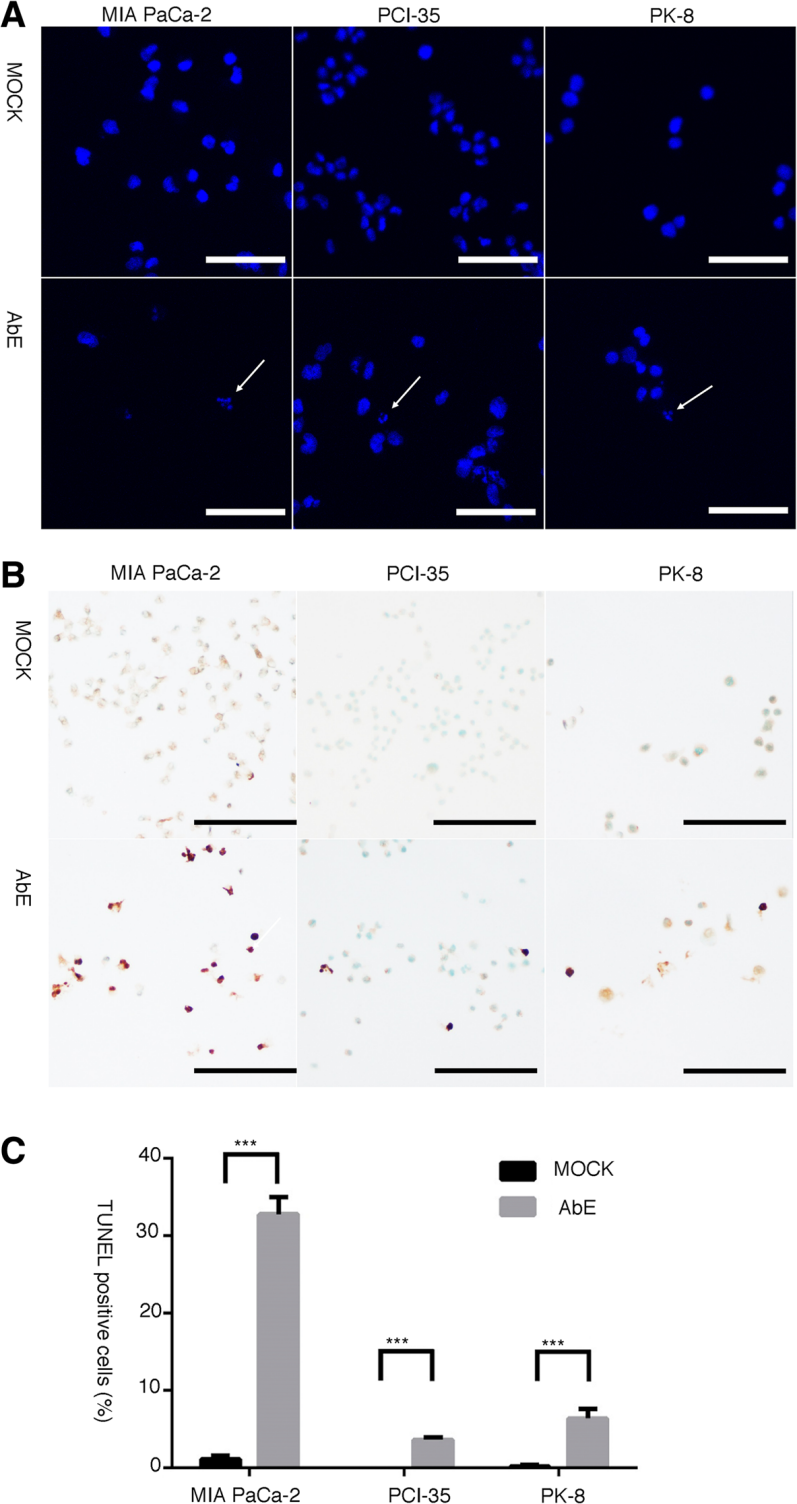
Pancreatic cancer cells treated with hot water extract of *Agaricus blazei* Murrill (AbE) undergo apoptotic cell death. **a** DAPI staining indicates fragmented nuclei in AbE-treated cells (arrows). **b** In situ terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assay indicating DNA fragmentation in AbE-treated cells. **c** The number of TUNEL-positive cells increased with AbE treatment. ***p < 0.001

To determine whether the AbE-induced apoptosis was caspase-dependent, the cleavage of caspase-3, caspase-9, and PARP1 was examined: AbE treatment induced cleavage of these molecules, which indicated that AbE induces apoptosis through the caspase-dependent pathway (Fig. 4).

**Fig. 4:**
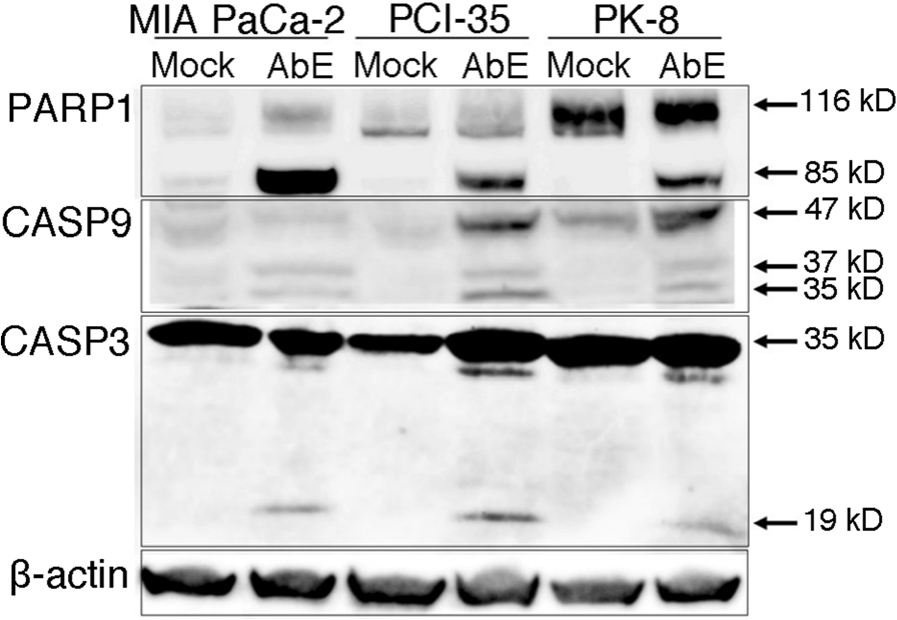
Hot water extract of *Agaricus blazei* Murrill (AbE) induces caspase-dependent apoptosis. Immunoblots indicate the expression of caspase-3 (CASP3), caspase-9 (CASP9), poly (ADP-ribose) polymerase (PARP), and their active cleaved products. Immunostaining for β-actin was used as the loading control

### Alteration of global gene expression by AbE treatment in pancreatic cancer cells

To determine the effect of AbE on gene expression in human pancreatic cancer cells, global gene-expression profiles were investigated using a whole human genome microarray. 

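The profiles were measured on Agilent 4 × 44K arrays with a single dye. RNA came from 3 established pancreatic cancer cell lines, treated for 48 h with 0.045% AbE or with water (MOCK). Each of the 6 groups had 3 arrays from independent extractions, except AbE-treated PK-8, which had 2. The authors extracted spot intensities from the scanned images, with the background subtracted and no normalization between arrays. Intensities of the 43376 spots that are not controls were converted to log2, and the array's 75th percentile, the scaling named in the methods, was subtracted. Spots that the scanner software marked as outliers were left out, and spots of the same probe were averaged, which gave 41000 probes. Probe positions are on the genome build hg18. The share of spots well above background, as the scanner software calls them, was 57.5% to 78.7% per array. Its median was 59.6% in MOCK and 59.2% in AbE arrays of MIA PaCa-2, 62.8% and 62.2% in PCI-35, and 68.3% and 62.9% in PK-8. The number of arrays limits the precision of every value. AbE and MOCK arrays of each cell line were compared with limma, in 1 fit over the 6 groups. A probe was called altered when its Benjamini-Hochberg adjusted p was under 0.05 and its mean change was more than 4-fold, which is 2 on the log2 scale. All changes are AbE minus MOCK on that scale, and the SE beside a change is limma's. A gene with several probes is given by the probe with the highest mean signal. Where no array of a group rose well above background for a probe, the change is given with a lower bound. The bound is taken against the mean, over that group's arrays, of the higher of the probe's own value and the lowest value among the array's probes well above background. It depends on that limit, and a higher one, such as a common floor for all arrays, gives smaller bounds. The arrays were run on 6 slides and 3 scanners, and each scanner had its own scan day. Scanners 1 and 2 each held MOCK and AbE arrays of all 3 cell lines, which allows changes within a scanner. Such a change rests on 1 or 2 arrays per treatment, in most cases on 1 of each.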

The data of the microarray results were deposited at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE89396. We focused on genes with at least a statistical significantly four-fold change in expression following AbE treatment, and then performed Venn diagram analysis. 

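Of 41000 probes, 1643 were altered in MIA PaCa-2 (794 lower and 849 higher after AbE). In PCI-35, 2504 were altered (1163 lower and 1341 higher), and in PK-8, 4387 (2242 lower and 2145 higher). Without the 4-fold threshold, 8996, 9302 and 12082 probes had a limma adjusted p under 0.05. Of the altered probes, 1264 in MIA PaCa-2, 2033 in PCI-35 and 3195 in PK-8 had signal well above background on at least 1 array of both groups. The MOCK group had no such array for 263, 186 and 388 altered probes, and the AbE group for 116, 262 and 763. Both groups had none for 0, 23 and 41, so no fold is given for these. The median change of all probes was 0.01, 0.29 and 0.30 under scaling to the 75th percentile. Scaling to the median moved it to -0.10, 0.21 and 0.27, and scaling to GAPDH to 0.42, 0.62 and 0.76. The split into lower and higher probes is relative to these shifts. The count in MIA PaCa-2 moved most with limma's treat, which tests against a 4-fold change and called 50 probes. The same alternative called 841 in PK-8. In PCI-35 the largest move was to 249 probes, under the methods' t-test with Benjamini-Hochberg adjustment.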

Of the examined genes, 394 were commonly altered in all pancreatic cancer cells, of which 210 were downregulated and 184 were upregulated (Fig. 5a, Additional file 1: Table S1). 

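Altered in the same direction in all 3 cell lines were 493 probes, 272 lower and 221 higher. Another 8 were altered in all lines but not in the same direction, among them ANKRD22, MMP1, KRTCAP3, ST6GALNAC2, CXCL1, HOXB13 and COL6A1. These were named after their values were seen. Of the lower probes, 272 of 272 were also lower within both scanners in every line, and of the higher ones 220 in MIA PaCa-2 and 221 in each of the other lines. The probes were selected on these same arrays, so this agreement in direction is in large part by construction. Treat against 4-fold moved the count most, to 2. When the methods' t-test was applied per spot and a gene name was counted if any of its spots was called, 394 gene names were altered in all lines, the number printed in Fig. 5a. Of these, 212 were lower, 175 higher and 7 mixed. This unit of counting was chosen after the counts had been seen. By fitted change, the largest mean rises among the probes altered in the same direction, with a gene name and the same direction in every pair of AbE and MOCK arrays of a replicate number, were those of LOC387763 (probe A_32_P74409), YPEL4, RP5-821D11.2, UNC13A and IL23A. LOC387763, on chromosome 11 from 43921914 to 43921973, rose by 5.63 in MIA PaCa-2 (SE 1.09, adjusted p = 2.1e-03), 8.19 in PCI-35 (SE 1.09, adjusted p = 1.1e-04) and 8.26 in PK-8 (SE 1.22, adjusted p = 1.6e-04). YPEL4 was not above background on any MOCK array of MIA PaCa-2, where it was at least 233-fold higher after AbE, and UNC13A on none in any line, where it was at least 24.1-fold, 12.1-fold and 66.0-fold higher. IL23A rose by 2.09, 6.53 and 6.90, and its call in MIA PaCa-2 was lost without AbE replicate 1 (1.64), under median scaling (1.99) and with slide (1.82) or scanner (1.96) as a fixed block. By the same measure, the largest mean falls were those of SPBC25, CDC2, TOP2A, PBK and E2F8. TOP2A changed by -3.48, -5.76 and -6.07, and PBK by -3.44, -5.74 and -6.09. With slide as a fixed block the call of TOP2A in MIA PaCa-2 was lost (-2.95). E2F8 was not above background on any AbE array and was 4.45-fold, 10.5-fold and 26.3-fold lower at its bounds; a common floor gave a smaller change in MIA PaCa-2, under 4-fold (-1.38). The places of YPEL4, UNC13A and E2F8 among the largest changes rest on fitted values with a group not above background, and are uncertain. Another probe of YPEL4 rose by 4.02 in MIA PaCa-2 and 3.06 in PK-8, and was not altered in PCI-35 (1.58). Another probe of RP5-821D11.2 was not altered in any line (0.21, 0.77 and 0.06). The other probe of UNC13A was altered and higher in every line.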

The PANTHER statistical over-representation test based on the Gene Ontology (GO) database (http://www.pantherdb.org/; released 2016-09-24) was conducted to investigate the functional aspects of the commonly altered genes (Additional file 2: Table S2). In the analysis using the GO biological process database, the genes significantly overrepresented were associated with the kinetochore, spindle checkpoint, mitotic prometaphase, centromere protein A (CENP-A)-containing nucleosome assembly, mitotic cytokinesis, G2 DNA damage checkpoint, sister chromatid cohesion, regulation of mitotic metaphase/anaphase transition, mitotic sister chromatid segregation, regulation of the G2/M transition of mitotic cell cycle, mitotic anaphase, establishment of chromosome localization, mitotic cell cycle checkpoint, negative regulation of mitotic cell cycle phase transition, and positive regulation of cell cycle process (Additional file 3: Table S3). In the analysis using the GO molecular function database, genes associated with protein binding were significantly overrepresented (Additional file 3: Table S3). 

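The Ndc80 complex has 4 subunits, which the array names KNTC2 (NDC80), NUF2, SPBC24 and SPBC25. KNTC2 was measured by probe A_23_P50108 on chromosome 18, from 2600798 to 2600857. Its scaled log2 signal in MIA PaCa-2 was 2.85 ± 0.38 on MOCK arrays and 0.28 ± 0.65 on AbE arrays (SD, n = 3 each), a change of -2.57 (SE 0.60, limma adjusted p = 6.7e-03). It changed by -5.66 in PCI-35 (SE 0.60, adjusted p = 1.9e-05) and -5.06 in PK-8 (SE 0.67, adjusted p = 6.6e-05). SPBC24 and SPBC25 were altered in every line, with changes of -2.33, -3.92 and -4.94 and of -3.69, -6.00 and -6.19 in the 3 lines, in the order above. The call of SPBC24 in MIA PaCa-2 was lost when arrays were scaled to GAPDH (-1.92). NUF2 changed by -2.66, -5.04 and -4.95. Its call in MIA PaCa-2 was lost without MOCK replicate 2 (-2.35) or without AbE replicate 3 (-2.27). The overrepresentation test itself is not repeated here.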

In the analysis using the GO cellular component database, genes associated with Ndc80 complex, spindle midzone, midbody, and spindle pole were significantly overrepresented (Additional file 3: Table S3). We also performed another over-representation test using REACTOME and confirmed that genes associated with the mitotic spindle checkpoint were significantly overrepresented (*p* = 3.19E-8; Additional file 4: Table S4). 

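Table S4 lists 21 genes found by the paper's REACTOME test under the mitotic spindle checkpoint. Of these, 17 were altered and lower in MIA PaCa-2, 20 in PCI-35 and 20 in PK-8, and 17 were lower in all lines. The changes ranged from -3.69 to 3.24, -6.00 to 3.95 and -6.19 to 4.90, the last without CENPA, CENPI and C18orf24, which had no AbE array above background in PK-8. The gene that rose was PPP2R5B (probe A_23_P35796), which encodes a subunit of protein phosphatase 2. It rose by 3.24 in MIA PaCa-2 (SE 0.30, limma adjusted p = 1.7e-05), 3.95 in PCI-35 (SE 0.30, adjusted p = 1.6e-06) and 4.90 in PK-8 (SE 0.33, adjusted p = 6.6e-07). UBE2C changed by -2.59, -4.17 and -4.30, and CDCA8 by -2.28, -4.37 and -4.72. The call of CDCA8 in MIA PaCa-2 was lost when arrays were scaled to GAPDH (-1.87) or without AbE replicate 3 (-1.98). INCENP changed by -1.99 in MIA PaCa-2, short of 4-fold, and by -2.81 and -3.69 in the others. Its call in MIA PaCa-2 was gained under median scaling (-2.09) and without MOCK replicate 1 (-2.07), MOCK replicate 3 (-2.23) or AbE replicate 2 (-2.10). C18orf24 changed by -1.43 in MIA PaCa-2, where it was not altered, and by -3.93 in PCI-35. Another of its probes was altered in MIA PaCa-2, with no AbE array above background, and was at least 1.26-fold lower. C18orf24 was not above background on any AbE array of PK-8, where it was at least 5.93-fold lower by its bound and under 4-fold with a common floor (-1.97). The REACTOME test is not repeated here.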

We performed an additional analysis to see if any genes were specifically overrepresented in a particular cell line, but we did not find any such genes.

**Fig. 5:**
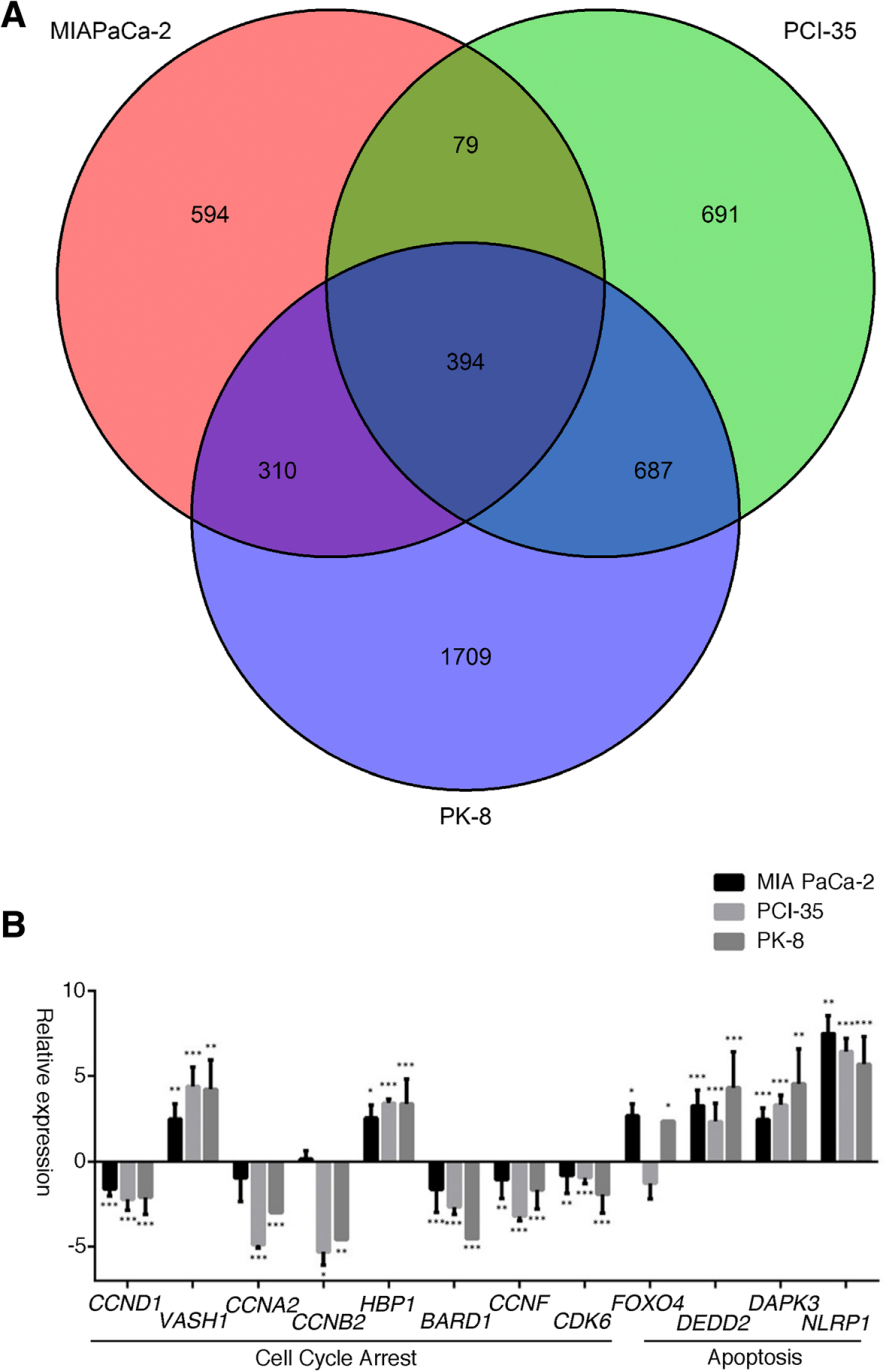
**a** Venn diagram analysis of global gene expression of pancreatic cancer cells treated with the hot water extract of *Agaricus blazei* Murrill (AbE). Genes with a statistically significant (greater than four-fold) change in expression were collected and classified. In the three cell lines, 394 genes were commonly altered. **b** Quantitative reverse transcription PCR was performed to validate the microarray results. The expression of genes associated with cell cycle progression or apoptosis was altered by the AbE treatment. The mean changes in gene expression relative to those in untreated cells, calculated by using *GAPDH* as the reference housekeeping gene, are displayed on a log2 scale. The difference in expression of each mRNA relative to that of non-treated cells was determined using a Student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001

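The changes of the 3 cell lines were compared with each other. Across all probes, the change in MIA PaCa-2 had a Pearson correlation of 0.392 with that in PCI-35 and 0.481 with that in PK-8, and those in PCI-35 and PK-8 one of 0.651. Across the 23298 probes well above background in the groups compared, the correlations were 0.560, 0.605 and 0.741. Probes are not independent replicates, so no p is given. Between the change in 1 line on scanner 1 and the change in another on scanner 2, the correlation was 0.314 to 0.388 for MIA PaCa-2 and PCI-35, 0.378 to 0.433 for MIA PaCa-2 and PK-8, and 0.548 to 0.551 for PCI-35 and PK-8. Between the scanners within a line it was 0.621 for MIA PaCa-2, 0.692 for PCI-35 and 0.759 for PK-8. The difference between 2 lines' changes was tested with limma, with the thresholds used for altered probes. It was past them for 1545 probes between MIA PaCa-2 and PCI-35, 2135 between MIA PaCa-2 and PK-8, and 1181 between PCI-35 and PK-8. The alternative that moved these most was treat against 4-fold, with 71, 108 and 25 probes. Without AbE replicate 1 of PK-8, which leaves 1 AbE array in that line, the counts with PK-8 were 1419 and 610.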

Then, we analyzed genes specifically altered in each cell line by AbE treatment because each cell responded differently; in detail, MIA PaCa-2 showed marked G2 arrest and apoptosis; PCI 35 showed G1 arrest and apoptosis; and PK-8 showed less significant G1 arrest and apoptosis (Fig. 2). As shown in Fig. 5, 594, 691, and 1709 genes were specifically altered 4-fold in MIA PaCa-2, PCI-35, and PK-8, respectively. Among them, 297, 361, and 888 genes were annotated by GO Biological Process in MIA PaCa-2, PCI35, and PK-8, respectively. 

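Counted as probes, 647 were altered only in MIA PaCa-2 (288 lower and 359 higher), 876 only in PCI-35 (364 lower and 512 higher) and 2438 only in PK-8 (1281 lower and 1157 higher). A call in 1 line and not in another does not show that the lines differ. Counted as spots by the methods' test, the numbers were 766, 986 and 2265. Counted as gene names with any such spot, they were 594, 691 and 1708, and 79, 310 and 687 gene names were altered in 2 lines only (MIA PaCa-2 and PCI-35, MIA PaCa-2 and PK-8, PCI-35 and PK-8). Apart from 1708, these equal the numbers printed in Fig. 5a. Of the alternatives, treat against 4-fold moved the count of MIA PaCa-2 most, to 28 probes.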

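Table S5 marks 8 genes specific to MIA PaCa-2, 6 specific to PCI-35 and 5 specific to PK-8 as cell cycle arrest genes. In MIA PaCa-2, CENPJ rose by 2.48 (probe A_32_P219116, SE 0.20, limma adjusted p = 8.5e-06) and GAS1 fell by 4.12 on the log2 scale (SE 0.77, adjusted p = 1.7e-03). GAS2L1, MPP2 and ZAK were also altered, with -2.13, -2.91 and -3.20. Another probe of CENPJ was altered in MIA PaCa-2 as well (2.44). Another of ZAK was not (-1.83), nor another of GAS2L1, which had no AbE array above background. FAM5C (-2.37, adjusted p = 1.3e-01), SOX4 (-0.12) and TFDP2 (-1.97) were not altered there, though another probe of SOX4 was (-2.29), and TFDP2 was altered in PK-8 (-2.26). The call of GAS2L1 was lost without MOCK replicate 2 (-1.98), and TFDP2 was called under median scaling (-2.07), with scanner as a block (-2.01) and without MOCK replicate 3 (-2.17), MOCK replicate 2 (-2.04) or AbE replicate 3 (-2.02). In PCI-35 the 6 genes were CGREF1 (4.07), MUC1 (-3.14), RGC32 (2.34), SLFN11 (5.39), ZNF179 (2.23) and RRAGD, all altered. RRAGD was not above background on any MOCK array of PCI-35 and was 9.34-fold higher at its bound. ZNF179 was altered in PK-8 as well (2.52). Its call in PCI-35 was lost without MOCK replicate 2 (1.71), AbE replicate 1 (2.14) or AbE replicate 3 (2.12), and that in PK-8 without MOCK replicate 2 (1.75) or without either AbE array. In PK-8, DUSP1 rose by 4.48 (SE 0.46, adjusted p = 9.4e-06) and CDKN2C fell by 3.25 (SE 0.29, adjusted p = 2.9e-06). CHEK2 (-3.04), MTBP (-2.31) and PLAGL1 (2.18) were altered too, though another probe of PLAGL1 was not (0.23). Another probe of MTBP was not above background on any array of PK-8. CHEK2 was also altered in PCI-35 (-2.09), a call lost without MOCK replicate 2 (-1.96), AbE replicate 2 (-1.81) or AbE replicate 3 (-1.96). The methods' t-test over probes did not call CHEK2 in PCI-35 (-1.97), nor ZNF179 (2.14) and TFDP2 (-2.23) in PK-8. The call of PLAGL1 was lost without AbE replicate 2 (1.96), and that of TFDP2 in PK-8 without AbE replicate 1 (-1.93). Scaling to GAPDH took GAS2L1 in MIA PaCa-2 (-1.72), CHEK2 in PCI-35 (-1.76), and MTBP (-1.85) and TFDP2 (-1.79) in PK-8 under 4-fold, and the common floor MPP2 (-0.86), RRAGD (1.65) and TFDP2 in PK-8 (-1.97). Slide as a fixed block did so for PLAGL1 (1.75). Some of these genes gained a call in MIA PaCa-2. DUSP1 did so under scaling to GAPDH (2.27) and without MOCK replicate 3 (2.09). PLAGL1 did so without AbE replicate 2 (2.13), and ZNF179 under scaling to GAPDH (2.25).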

Each had unique genes associated with cell cycle, cell cycle arrest, G1 phase, G2 phase, and apoptosis (Additional file 5: Table S5).

We validated the alterations in expression of genes associated with cell cycle, namely *CCND1, VASH1, CCNA2, CCNB2, HBP1, BARD1, CCNF, CDK6,* and *FOXO4,* and those associated with apoptosis, namely *DEDD2, DAPK3,* and *NLRP1*, by using the quantitative reverse transcription PCR [29–34]. 

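On the arrays, the 6 genes that the paper calls cell cycle promoting had changes below 0 in every line, and VASH1, HBP1 and FOXO4 above 0. CCNA2 (probe A_23_P58321, chromosome 4 from 122959445 to 122959504) changed by -2.82 in MIA PaCa-2 (SE 0.55, limma adjusted p = 2.1e-03), -5.83 in PCI-35 (SE 0.55, adjusted p = 7.9e-06) and -5.04 in PK-8 (SE 0.61, adjusted p = 3.3e-05). VASH1 (probe A_23_P77000) rose by 2.17 (SE 0.39, adjusted p = 1.4e-03), 3.19 (SE 0.39, adjusted p = 6.1e-05) and 3.68 (SE 0.44, adjusted p = 3.0e-05). BARD1 was altered in every line, with -2.90 and -3.25 in MIA PaCa-2 and PCI-35; no AbE array of PK-8 rose above background for it, where it was at least 39.0-fold lower. CCNB2 changed by -2.19, -3.76 and -4.51. Its call in MIA PaCa-2 was lost when arrays were scaled to GAPDH (-1.78), without MOCK replicate 2 (-1.95) or without AbE replicate 3 (-1.91), and another probe of CCNB2 was not altered in any line (-1.77, -0.57 and 0.11).
CCND1 changed by -1.91 in MIA PaCa-2, short of 4-fold, and by -2.30 and -3.04 in PCI-35 and PK-8. Its other 2 probes were altered in MIA PaCa-2 (-2.38 both). The call in MIA PaCa-2 was gained under median scaling (-2.01) and without AbE replicate 3 (-2.21), and that in PCI-35 was lost without AbE replicate 2 or under scaling to GAPDH (-1.98). HBP1 rose by 1.03 in MIA PaCa-2, where it was not altered and another probe was (2.04), and by 2.60 and 2.73 in the others. CCNF changed by -1.62 in MIA PaCa-2, where it was not altered, and by -3.91 and -3.79 in the others. Another probe of CCNF was altered in MIA PaCa-2 (-2.10), with no AbE array above background, so that it was at least 1.54-fold lower. CDK6 changed by -2.44, -1.83 and -3.61 and was not altered in PCI-35, where another probe was (-2.42) and where scanner as a block gave the call (-2.03). FOXO4 rose by 2.08, 2.46 and 2.85, with 2, 1 and 2 of 3 MOCK arrays well above background. Its call in MIA PaCa-2 was lost under median scaling (1.98), quantile normalization (1.92) and a common floor (1.66), and without MOCK replicate 2 (1.81) or AbE replicate 3 (1.92). In PCI-35 it was lost under the common floor (1.83). No other probe of FOXO4 was altered in any line.

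**Figure D1:**
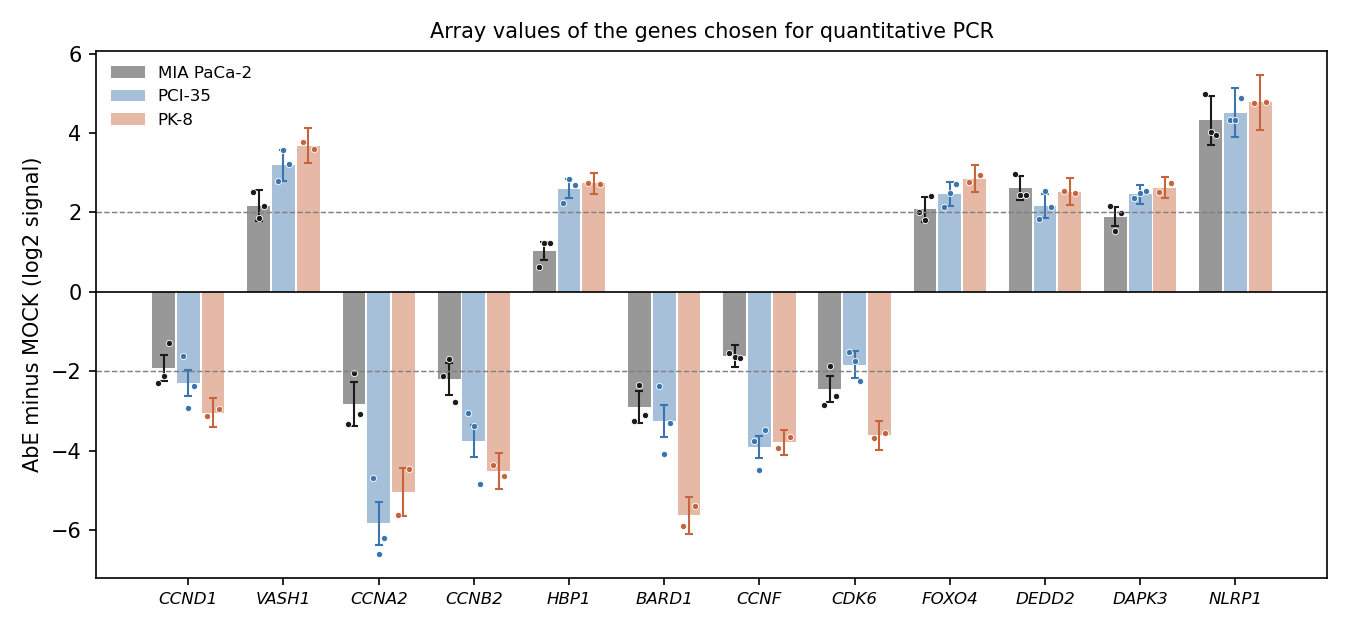
Change on the arrays of the 12 genes whose PCR results the paper reports, AbE minus MOCK, in log2 signal. Bars are limma's changes per cell line, error bars their SE, points each AbE array minus the mean of the MOCK arrays (3 arrays, 2 in PK-8), and dashed lines the threshold of 2; the bars run from -5.83 (CCNA2 in PCI-35) to 4.77 (NLRP1 in PK-8).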

The validation confirmed the downregulation of cell cycle-promoting genes (*CCND1, CCNA2, CCNB2, BARD1, CCNF,* and *CDK6*) and the upregulation of cell cycle arrest genes (*VASH1* and *HBP1*) and proapoptotic genes (*DEDD2, DAPK3*, and *NLRP1*) in all cell lines tested in this study (Fig. 5b).

These results of global gene expression analyses indicated that AbE treatment impaired kinetochore function, spindle formation, centromere maintenance, cyclins, and cyclin-dependent kinases, which are essential for cell cycle progression.

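Genes of the S phase and of G2/M were summarised with the lists used to score cell cycle phases in the software Seurat, with 1 probe per gene. Neither list shares a gene with the other, and the paper names 1 of the 43 S phase genes and 14 of the 54 G2/M genes. The median change of the S phase list was -0.84 in MIA PaCa-2, -2.24 in PCI-35 and -3.07 in PK-8. Changes were below 0 for 34, 43 and 40 of the 43 genes (limma's fry, two-sided, adjusted p = 2.2e-02, 1.5e-05 and 7.1e-06 over 18 tests of list and line). The median of the G2/M list was -1.69, -4.16 and -4.27, with 52, 54 and 53 of the 54 genes below 0 (adjusted p = 2.5e-04, 1.5e-06 and 1.5e-06). With genes that had no AbE or no MOCK array above background at their bound, the medians in PK-8 were -2.92 for S phase and -4.17 for G2/M, and that of S phase in PCI-35 was -2.07. Altered and lower were 10, 23 and 28 S phase genes and 21, 40 and 44 G2/M genes. An adjusted p under 0.05 was found for 25, 35 and 37 S phase genes over all probes, and for 26, 36 and 37 adjusted over the list alone. For G2/M these were 43, 49 and 51 genes over all probes, and 44, 52 and 52 adjusted over the list alone. With limma's camera and an estimated correlation between genes, no list reached 0.05 after adjustment in any line (lowest adjusted p = 7.7e-02). Within scanners 1 and 2, the G2/M medians were -1.47 and -1.59 in MIA PaCa-2, -3.94 and -4.51 in PCI-35, and -4.31 and -3.96 in PK-8. Those of S phase were -0.81 and -0.77, -2.80 and -1.94, and -3.59 and -2.61. The fry call of S phase in MIA PaCa-2 was lost when arrays were scaled to GAPDH, the alternative that moved it most (-0.43), or to the median (-0.95), and without MOCK replicate 1 (-0.75), MOCK replicate 2 (-0.78), AbE replicate 1 (-0.92) or AbE replicate 3 (-0.73).

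**Figure D2:**
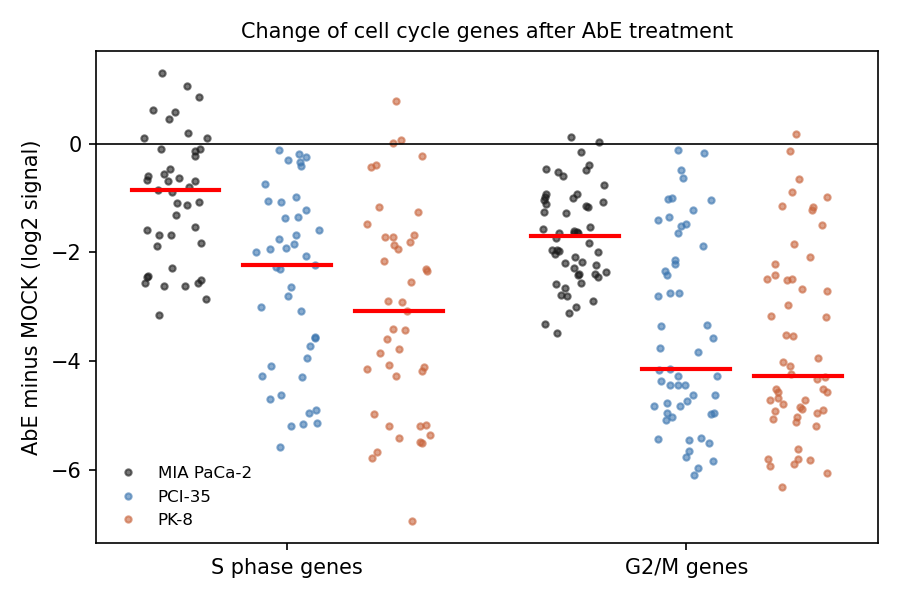
Change of each S phase and G2/M gene in each cell line, AbE minus MOCK, in log2 signal. Points are genes, spread sideways so that they can be told apart, and red lines are the medians, which run from -0.84 (S phase in MIA PaCa-2) to -4.27 (G2/M in PK-8).

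From its analyses of global gene expression, the paper states that AbE impaired the function of the kinetochore, the formation of the spindle, the maintenance of centromeres, and cyclins with their kinases.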

## Discussion

In this study, we revealed that AbE treatment attenuated the proliferation and induced caspase-dependent apoptotic cell death of human pancreatic cancer cells. The attenuation of cell proliferation was less remarkable in cells from the normal pancreatic duct. Moreover, we found that AbE treatment drastically altered the expression of genes mainly associated with kinetochore function, mitosis, and cell cycle progression. These results indicated that AbE may be useful for the treatment of pancreatic cancer and serve as a candidate for isolation of novel chemical compounds that specifically alter spindle function.

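The discussion names 19 genes of the kinetochore, the spindle, the centromere and cell division that do not occur among the genes measured by PCR. On the arrays all 19 changed below 0 in every line, by -3.53 to -1.61 in MIA PaCa-2, -5.97 to -2.51 in PCI-35 and -5.82 to -3.69 in PK-8. The range in PK-8 leaves out CENPA and CENPI, which were lower but had no AbE array above background there. By limma's test and the 4-fold threshold, 16 were altered and lower in MIA PaCa-2, 19 in PCI-35 and 19 in PK-8. Those not altered in MIA PaCa-2 were AURKB, C6orf173 and GTSE1.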

From our analysis of the effect of AbE on the global gene expression of human pancreatic cancer cells, AbE seems to repress genes specifically associated with kinetochore function, spindle formation, centromere maintenance, and regulation of cyclins. 

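CASC5 (KNL1) was measured by probe A_23_P100127 on chromosome 15, from 38704817 to 38704876. Its change was -2.36 in MIA PaCa-2 (SE 0.27, limma adjusted p = 5.5e-05), -3.49 in PCI-35 (SE 0.27, adjusted p = 1.7e-06) and -4.15 in PK-8 (SE 0.30, adjusted p = 8.2e-07). Scaling to GAPDH (-1.95) and normexp background correction (-1.14) took the change in MIA PaCa-2 under 4-fold. Of its other 2 probes, which were not above background on any AbE array, 1 was altered in PCI-35 and PK-8 and the other in no line.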

*CASC5* encodes the protein, kinetochore scaffold 1, which is a component of the multiprotein assembly required for the formation of kinetochore-microtubule attachments and chromosome segregation. *BUB1* and *BUB1B* encode the proteins, BUB1 mitotic checkpoint serine/threonine kinase and BUB1 mitotic checkpoint serine/threonine kinase B, respectively; these function by phosphorylating the members of the mitotic checkpoint complex and activating the spindle checkpoint. 

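BUB1 (probe A_23_P124417) changed by -2.09 in MIA PaCa-2 (SE 0.55, limma adjusted p = 1.4e-02), -4.83 in PCI-35 (SE 0.55, adjusted p = 3.3e-05) and -4.57 in PK-8 (SE 0.62, adjusted p = 7.9e-05). The call in MIA PaCa-2 was lost under scaling to GAPDH (-1.68) and with a fixed block for slide (-1.69) or scanner (-1.82) or a random block for slide (-1.89). It was also lost without MOCK replicate 2 (-1.91), AbE replicate 1 (-1.93) or AbE replicate 3 (-1.92). BUB1B (probe A_23_P163481, chromosome 15 from 38300120 to 38300179) changed by -2.96 (SE 0.50, adjusted p = 8.4e-04), -5.01 (SE 0.50, adjusted p = 1.3e-05) and -5.62 (SE 0.56, adjusted p = 7.3e-06).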

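For PLK1, probe A_24_P313504 on chromosome 16 (23609129 to 23609188) gave a change of -2.79 in MIA PaCa-2 (SE 0.42, limma adjusted p = 4.0e-04), -5.02 in PCI-35 (SE 0.42, adjusted p = 3.4e-06) and -3.69 in PK-8 (SE 0.47, adjusted p = 4.9e-05). Another probe was altered in every line as well, with -2.32, -4.36 and -3.63.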

*PLK1* encodes the protein, polo like kinase 1, which participates in DNA replication and repair, cell cycle progression, centriole duplication, and centrosome maturation [35]. 

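The signal of AURKB (probe A_23_P130182, chromosome 17 from 8051380 to 8051642) in MIA PaCa-2 was -0.74 ± 0.52 on MOCK arrays and -2.74 ± 0.44 on AbE arrays (SD, n = 3 each). The change fell just short of 4-fold (SE 0.36, limma adjusted p = 1.4e-03). It passed under median scaling (-2.10), quantile normalization (-2.02), slide (-2.04) or scanner (-2.06) as a fixed block, and without MOCK replicate 3 (-2.29), AbE replicate 1 (-2.11) or AbE replicate 2 (-2.14). The change was -5.08 in PCI-35 (SE 0.36, adjusted p = 1.1e-06) and -4.84 in PK-8 (SE 0.41, adjusted p = 2.1e-06).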

*AURKB* encodes the protein, aurora kinase B, which participates in the regulation of alignment and segregation of chromosomes during mitosis and meiosis through association with microtubules. *KNTC2* encodes a component of the Ndc80 kinetochore complex that organizes and stabilizes microtubule-kinetochore interactions and is required for proper chromosome segregation. *ZWINT* encodes the ZW10 interacting kinetochore protein that is possibly involved in kinetochore function via the regulation of the association between ZW10 and kinetochores. 

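ZWINT was measured by probe A_23_P63789 on chromosome 10, from 57787351 to 57787410. It changed by -2.80 in MIA PaCa-2 (SE 0.43, limma adjusted p = 4.3e-04), -4.25 in PCI-35 (SE 0.43, adjusted p = 1.4e-05) and -5.20 in PK-8 (SE 0.48, adjusted p = 4.2e-06), and all its arrays were well above background.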

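The paper's discussion names 6 centromere genes, whose changes on the arrays are given for MIA PaCa-2, then PCI-35, then PK-8. CENPA (probe A_24_P413884, chromosome 2 from 26870418 to 26870477) changed by -2.45 (SE 0.53, limma adjusted p = 4.2e-03) and -5.45 (SE 0.53, adjusted p = 9.8e-06) in MIA PaCa-2 and PCI-35. No AbE array of PK-8 was above background for it, where it was at least 28.6-fold lower. CENPE changed by -2.79, -4.27 and -5.20, CENPF by -2.90, -5.42 and -5.82, and MLF1IP by -2.50, -4.10 and -4.18, all altered. CENPI changed by -2.89 and -3.46 in MIA PaCa-2 and PCI-35, and was at least 6.24-fold lower in PK-8, where no AbE array rose above background. A common floor took CENPI in PCI-35 under 4-fold (-1.58). C6orf173 was not altered in MIA PaCa-2 (-1.64), where another probe was (-2.03), and was altered in PCI-35 (-2.51) and PK-8 (-3.90).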

*CENPA*, *CENPE*, *CENPF*, *CENPI*, *CENPU/MLF1IP*, and *CENPW/C6orf173* encode centromere proteins that are vital for centromere functions. 

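Among the genes of the cell division cycle, CDC2 (CDK1, probe A_23_P138507, chromosome 10) changed by -3.32 in MIA PaCa-2 (SE 0.56, limma adjusted p = 8.6e-04), -5.97 in PCI-35 (SE 0.56, adjusted p = 8.3e-06) and -5.80 in PK-8 (SE 0.63, adjusted p = 1.4e-05). CDC7 changed by -2.58, -2.60 and -4.51, CDC20 by -2.23, -3.57 and -4.33, and CDCA2 by -2.39, -4.73 and -4.88, all altered. Scaling to GAPDH took CDC20 (-1.82) and CDCA2 (-1.98) in MIA PaCa-2 under 4-fold.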

*CCNA2*, *CCNB2*, and *CCND1* encode cyclins, and *CDC2/CDK1*, *CDC7*, *CDC20*, and *CDCA2* encode cell division cycle proteins that are required for progression of the cell cycle. *HBP1* encodes the HMG-box transcriptional factor 1 that represses the function of CCND1 [36]. 

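CIT, measured by probe A_23_P420551 on chromosome 12 from 118608014 to 118608073, changed by -3.53 in MIA PaCa-2 (SE 0.68, limma adjusted p = 2.1e-03), -5.45 in PCI-35 (SE 0.68, adjusted p = 6.9e-05) and -5.67 in PK-8 (SE 0.77, adjusted p = 7.8e-05).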

*CIT* encodes the citron rho-interacting serine/threonine kinase that is active in cell division.

Apoptosis is a biological process that eliminates redundant, damaged, or infected cells [37]; apoptotic pathways are disrupted in many cancers. Moreover, these disrupted apoptotic pathways are associated with the chemoresistance of pancreatic cancer [38]. Our analyses of the pancreatic cancer cells treated with AbE consistently showed that they led to apoptotic cell death that depended on caspase activation. Caspases are critical components of apoptosis and are activated by proteolytic cleavage. Caspase-3 is one of the central effector caspases for both the intrinsic and extrinsic apoptotic pathways. Caspase-3 is activated by the caspase-9 apoptosome in the intrinsic pathway, and it cleaves PARP1 into 24 kDa and 89 kDa fragments, leading to inhibition of DNA repair enzymes. 

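DEDD2 (probe A_24_P207479, chromosome 19 from 47394961 to 47395020) rose on the arrays by 2.61 in MIA PaCa-2 (SE 0.30, limma adjusted p = 6.1e-05), 2.17 in PCI-35 (SE 0.30, adjusted p = 1.5e-04) and 2.52 in PK-8 (SE 0.34, adjusted p = 7.0e-05). Its call in PCI-35 was lost without MOCK replicate 2 (1.89) or AbE replicate 2 (1.99). DAPK3 (probe A_23_P165028) rose by 1.89 in MIA PaCa-2, short of 4-fold (SE 0.24, adjusted p = 1.3e-04), and by 2.46 (adjusted p = 1.2e-05) and 2.62 (adjusted p = 9.6e-06) in PCI-35 and PK-8. In MIA PaCa-2 it passed 4-fold when arrays were scaled to GAPDH (2.30) and without AbE replicate 2 (2.07). NLRP1 (probe A_23_P89550) was not above background on any MOCK array of MIA PaCa-2, where it was at least 7.29-fold higher after AbE. It rose by 4.51 in PCI-35 (SE 0.62, adjusted p = 1.4e-04) and 4.77 in PK-8 (SE 0.69, adjusted p = 1.3e-04), and its other 2 probes were altered and higher in every line.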

We also showed that the genes encoding proapoptotic proteins, namely DEDD2, DAPK3, and NLRP1, were overexpressed in pancreatic cancer cell lines treated with AbE. Overexpression of DEDD2 can induce apoptosis by binding and activating caspase-8/caspase-10, and sensitizing cells to apoptosis triggered by CD95 or tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) [29, 30]. DAPK3 is a p53-activating kinase and overexpression of DAPK3 can lead to apoptosis [31, 32]. DAPK3 is required for caspase activation together with death-domain associated protein (DAXX) [33]. NLRP1 overexpression can also induce apoptosis in breast adenocarcinoma cells [34]. 

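GTSE1 was measured by probe A_24_P916195 on chromosome 22, from 45106028 to 45106087. It was not altered in MIA PaCa-2 (-1.61, SE 0.47, limma adjusted p = 2.4e-02), where another probe was just past 4-fold (adjusted p = 2.8e-02). It changed by -4.63 in PCI-35 (SE 0.47, adjusted p = 1.4e-05) and -4.68 in PK-8 (SE 0.52, adjusted p = 1.7e-05). The methods' test did not call the change in PK-8.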

Among the genes repressed by AbE treatment, *GTSE1* encodes the protein G2 and S-phase expressed 1 (GTSE1), which is only expressed in the S and G2 phases of the cell cycle, where it colocalizes with cytoplasmic tubulin and microtubules. It has been reported that GTSE1 accumulates in the nucleus in response to DNA damage and binds p53, shuttling the latter out of the nucleus and suppressing its ability to induce apoptosis [39]. Given that the p53 pathway commonly malfunctions in pancreatic cancer, and that p53 is often disrupted in pancreatic cancer cells by mutation or loss of expression [28], it is remarkable that AbE can induce apoptotic cell death in such cells.

In contrast, the cells responded differently to AbE. MIA PaCa-2 showed G2 arrest and apoptosis, whereas PCI-35 and PK-8 showed mainly G1 arrest. We analyzed genes potentially associated with these cell-specific characteristic features, which included many genes associated with cell cycle arrest and apoptosis (Additional file 5: Table S5).

The isolation of active compounds from natural products is a classic and powerful method for the discovery of new efficacious treatments for disease. Several compounds have been isolated from AbE that showed antitumor activity [9, 40–42]: polysaccharides, agaritine, and a phenylhydrazine containing a glutamyl residue. The compounds responsible for the impairment of mitotic spindle function that can induce apoptotic cell death in pancreatic cancer cells should be identified.

## Conclusion

The results of this study indicate that the hot water extract of *A. blazei* could be useful for the treatment of pancreatic cancer and is a potential candidate for the isolation of novel active compounds to impair mitotic spindle function.

## Additional files

Additional file 1: **Table S1.** Genes with a statistically significant (greater than four-fold) change in expression in human pancreatic cancer cells treated with hot water extract of *Agaricus blazei* Murrill relative to the gene expression induced by mock treatment.

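Each line of Table S1 is a spot of the array, not a gene, so that a gene with several probes or spots appears more than once. Beside the name of the transcript and the gene, it gives the normalized value of each array, the means of the mock and AbE arrays of each cell line, the ratio of these means and the p from the t-test of the methods. Further columns mark, per cell line, whether the spot passed both the test and the threshold of more than 4-fold. The table was read here only in part.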

Additional file 2: **Tables S2**. PANTHER Overrepresentation Test based on Gene Ontology (GO) data.

Additional file 3: **Tables S3**. Genes significantly overrepresented by PANTHER Overrepresentation Test based on Gene Ontology (GO) data.

Additional file 4: **Table S4**–1. Overrepresentation test using REACTOME. **Table S4**–2. Genes overrepresented by REACTOME analysis.

Additional file 5: **Table S5**–1. GO Biological Process annotations for genes altered only in MIA PaCa-2 by AbE treatment. **Table S5**–2. GO Biological Process annotations for genes altered only in PCI-35 by AbE treatment. **Table S5**–3. GO Biological Process annotations for genes altered only in PK-8 by AbE treatment.

## Abbreviations

5-fluorouracil: Irinotecan, and oxaliplatin
AbE: A hot water extract of *A. blazei*
CAM: Complementary and alternative medicine
DAPI: 4′,6-diamidino-2-phenylindole
ECL: Enhanced chemiluminescence
FOLFIRINOX: Folinic acid
GI_50_: The 50% growth inhibitory concentration
HRP: Horseradish peroxidase
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
PARP1: Poly (ADP-ribose) polymerase 1
TNF-α: Tumor necrosis factor-α
TUNEL: The terminal deoxynucleotidyl transferase dUTP nick-end labeling assay

How the deposited data were processed for this re-analysis (not part of the article)

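Gene expression was measured in 3 established lines of cells from human pancreatic cancer (MIA PaCa-2, PCI-35, PK-8) after 48 h with 0.045% hot water extract of Agaricus blazei Murrill (AbE) or with water (MOCK). The deposited scanner files of 17 arrays were used, 3 per group and 2 for PK-8 with AbE. The array that the authors excluded is not analysed here. The arrays were Agilent 4 × 44K whole human genome arrays, labelled with Cy3 only. The authors made the deposited spot intensities with Agilent's Feature Extraction software, which subtracts the background. Of the scanner files, 6 also mark spots that were given a substitute value and hold the terms of a correction for trends within an array; the others do not list these steps. These intensities are on a linear scale and are not normalized between arrays. The authors' deposited table of normalized values holds the same intensities, each divided by its array's 75th percentile; they were checked against the scanner files and used as an alternative. The baseline transformation to the control median that the methods name is not in these values, and a change between AbE and MOCK does not depend on it.

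Intensities of the 43376 spots that are not controls were converted to log2, and the 75th percentile of each array was subtracted. Spots marked as outliers by the software were left out, and the spots of a probe were averaged, giving 41000 probes with 30499 gene names. No filter on low signal was applied. Probe positions are those of the files, on hg18. Present gene symbols came from a table of RefSeq names, by accession for 23680 probes, symbol for 2802 and synonym for 1128; 13390 probes had no match and keep the name of the files.

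The tools were R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. A linear model with the 6 groups was fitted to all arrays (lmFit and eBayes). AbE was compared with MOCK in each cell line, and the difference between 2 lines' changes was tested as a contrast of the same fit. A probe was called altered with a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 4-fold, which is 2 on the log2 scale. Commonly altered probes were altered in the same direction in all 3 lines. The 6 gene lists (S phase, G2/M, endoplasmic reticulum (ER) chaperones, targets of ATF4, targets of p53, cholesterol synthesis) were tested with limma's fry, two-sided, with Benjamini-Hochberg adjustment over the 18 tests of list and line, and with camera and an estimated correlation. The cell cycle lists are those of the software Seurat, and the others were written by hand.

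The named genes are those that the paper names for the arrays or as altered by AbE, the genes listed in Table S4, the genes of Table S5 marked as cell cycle arrest genes, GAPDH and ACTB, the genes of the proteins on the immunoblots, and the 5 largest mean rises and 5 largest mean falls over the lines among commonly altered probes that have a gene name and moved the same way in every pair of arrays with the same replicate number. A gene with several probes is given by the probe with the highest mean over all arrays.

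The share of spots well above background per array was 58.7% to 62.9% in MOCK and 59.1% to 70.9% in AbE arrays of MIA PaCa-2, 62.3% to 78.7% and 59.5% to 66.6% in PCI-35, and 57.5% to 71.3% and 59.4% to 66.3% in PK-8. Where no array of a group rose well above background, a fold is a lower bound. With 2 or 3 arrays per group, precision is limited by the number of arrays.

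The calculations were tested on simulated data: changes were put into 200 probes of MIA PaCa-2 and 100 of each other line, among 40508 probes. In MIA PaCa-2, 152 of the 200 were called with 3 false calls, in PCI-35 78 of 100 with 2, and in PK-8 60 of 100 with 0. Of the 100 probes changed in all lines, 54 were called in all. The methods' t-test called 182, 90 and 68 of these, with 86, 84 and 107 false calls. Among the gene lists, the 1 changed list was called in each line. False calls of lists numbered 0 in MIA PaCa-2, 2 in PCI-35 and 1 in PK-8. These lists were random probes with independent noise, called at a fry p under 0.05 without adjustment. Such small counts cannot tell the lines apart. They also give no error rate for the real lists, whose genes can be correlated and whose p was adjusted.

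The alternatives were other scalings (median, quantile, GAPDH), the authors' normalized values, a filter on dim probes, a common floor, normexp background correction with an offset of 50, slide, scanner and replicate number as blocks, 1 cell line per fit, the t-test of the methods over spots and probes, limma without adjustment, limma's treat, a 2-fold threshold, counts of gene names, other summaries of the gene lists, and leaving out each of the 17 arrays in turn. The overrepresentation tests of the paper, with the annotation releases they used, were not repeated. Results for some of the named genes are not reported here. The assays of growth, cell cycle phase, apoptosis, protein and PCR are not part of these data.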

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

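The thresholds, the gene lists and all alternatives but 4 were chosen before the data were examined, and of those 4 normexp on the median spot signal is used here; the tests of scanner, scaling and signal limits were also laid down before their results were seen. The opposite-direction genes were named, and the splits that leave a line intact were counted, only after the results had been seen. The paper states that MIA PaCa-2 was cultured in DMEM and the other lines in an RPMI medium, so every difference between MIA PaCa-2 and the other lines coincides with the culture medium, and the arrays cannot separate the line from its medium. No group has enough arrays for a test of single arrays that lie apart.

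A difference between groups was found for 8 probes altered in all lines but in opposite directions. The changes in MIA PaCa-2, in PCI-35 and in PK-8 were -2.72, 7.28 and 6.38 for MMP1, -2.38, 2.78 and 2.31 for COL6A1, and -2.12, 2.21 and -2.15 for CXCL1. ANKRD22, KRTCAP3, ST6GALNAC2 and HOXB13 each had at least 1 group with no array above background, so their sizes are not given. All 8 kept the direction of each line within both scanners, which goes against scanner, scan day and protocol as the cause. It is weak evidence, since the probes were selected on the same arrays and each such change rests on 1 or 2 arrays per treatment. The count was 0 with treat against 4-fold, 1 with normexp, 2 with a common floor and 93 with a 2-fold threshold, so how many such genes there are depends on the threshold and on the treatment of dim signal. Regulation that depends on the line or on its medium may underlie the pattern, as a hypothesis.

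The change differed between lines, by limma's test of the difference, for 1545 probes between MIA PaCa-2 and PCI-35 (658 lower and 887 higher in PCI-35), 2135 between MIA PaCa-2 and PK-8 (1080 lower and 1055 higher in PK-8) and 1181 between PCI-35 and PK-8 (748 lower and 433 higher in PK-8). Of 100 splits of the arrays into treated and untreated within each line, the real one included, 2, 3 and 6 gave a count as large. These shares do not show whether chance is excluded for a difference between lines, since a split that keeps the grouping of 1 line and mixes that of another gives a large count by construction. The other splits as large (1, 2 and 5) all left the real grouping of at least 1 line intact, and the 78 splits that left none intact gave at most 1, 1 and 4 probes. The evidence for a difference is limma's test. Noise of the MIA PaCa-2 arrays could make its changes look different from the others; its change on scanner 1 had a correlation of 0.621 with that on scanner 2 across probes, above the 0.388 and 0.433 with the other lines on scanner 2, which argues against noise as the whole cause. The replicate AbE 1 of PK-8 decides part of the last 2 counts: without it they were 1419 and 610.

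The fall of the cell cycle lists differed between lines. PCI-35 minus MIA PaCa-2, the median difference was -1.44 for S phase (lower in 42 of 43 genes, fry adjusted p = 9.9e-03) and -2.06 for G2/M (lower in 50 of 54, adjusted p = 6.0e-03). PK-8 minus MIA PaCa-2 it was -2.02 for S phase (42 of 43, adjusted p = 3.5e-03) and -2.35 for G2/M (50 of 54, adjusted p = 3.5e-03). With camera and an estimated correlation none of these reached 0.05. For G2/M, the smallest difference between the medians of 2 lines within either scanner was -2.37. Under 4 scalings the smallest median difference of PCI-35 was -2.04. The first is a difference of medians and the second a median of the genes' differences, so their sizes cannot be set against each other. Of the 54 genes, 52 were well above background on all AbE arrays of MIA PaCa-2, so a lower limit of the signal did not hold the fall back there. Scanner, scaling and the lower limit are therefore each argued against for G2/M. For S phase, the medians within scanners 1 and 2 were -0.81 and -0.77 in MIA PaCa-2 against -2.80 and -1.94 in PCI-35, and the difference of PCI-35 stayed between -1.52 and -1.42 under the scalings. A smaller loss of dividing cells or of their transcripts in MIA PaCa-2, by line or by medium, may explain the difference. It stays a hypothesis, found and tested on the same data, and how many cells were dividing was not measured on the arrays. By flow cytometry, the paper reports arrest in G2 for MIA PaCa-2 and mostly in G1 for the other lines. Whether that accounts for the smaller fall of G2/M in MIA PaCa-2 was not tested here.

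Genes of ER chaperones, which the paper does not report on, rose with AbE in 2 lines. The median of the 18 genes was 1.54 in PCI-35 (above 0 in 18, fry adjusted p = 1.8e-06) and 1.60 in PK-8 (above 0 in 16, adjusted p = 2.4e-06), and 0.17 in MIA PaCa-2 (above 0 in 12, adjusted p = 3.6e-01). With an adjusted p under 0.05 there were 4 genes in MIA PaCa-2, 15 in PCI-35 and 14 in PK-8, and 4, 16 and 16 adjusted over the list alone. The median of the genes' differences from MIA PaCa-2 was 1.33 in PCI-35 (18 of 18 genes higher, fry adjusted p = 2.4e-04) and 1.49 in PK-8 (17 of 18, adjusted p = 2.4e-04). By camera with an estimated correlation no call held. The smallest difference between the lists' medians within either scanner, another measure, was 1.45. Under 4 scalings the smallest median of the genes' differences of PCI-35 was 1.25. No gene of the list was saturated on an array of MIA PaCa-2 (saturated spots, 0 genes), so saturation did not hide a rise there. Scaling to GAPDH raised the median in MIA PaCa-2 to 0.58 and past the threshold. The pattern is consistent with a response of the ER in PCI-35 and PK-8 that is smaller in MIA PaCa-2, by line or by medium, as a hypothesis; the paper names brefeldin A among the compounds of the mushroom, and no compound was tested on the arrays.

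Targets of ATF4 and of p53, on which the paper also does not report array data, gave weaker signals. The ATF4 list had a median of 1.49 in PK-8 (above 0 in 16 of 18 genes, fry adjusted p = 5.0e-03), 0.70 in PCI-35 (12 genes, adjusted p = 1.3e-01) and 0.26 in MIA PaCa-2 (11 genes, adjusted p = 3.7e-01). Adjusted over the list alone, 13, 8 and 5 genes passed. Within scanners 1 and 2 the median in PK-8 was 2.20 and 0.83. The difference between lines was not past the threshold for any pair. The p53 list had a median of 0.47 in PCI-35 (above 0 in 18 of 22 genes, adjusted p = 8.7e-03), 0.44 in PK-8 (13 genes, adjusted p = 3.3e-01) and -0.42 in MIA PaCa-2 (10 genes, adjusted p = 1.3e-01). Adjusted over the list alone, 9, 15 and 12 genes passed. The median of the genes' differences between PCI-35 and MIA PaCa-2, which is not the difference of the 2 medians, was 0.28. It was higher in PCI-35 for 14 of 22 genes (fry adjusted p = 9.9e-03), and lay between 0.19 and 0.36 under the scalings. Within scanners 1 and 2 the median was 0.62 and 0.39 in PCI-35 against -0.26 and -0.67 in MIA PaCa-2, which argues against scanner as the cause of its sign. The rise of p53 targets in PCI-35 is close to the median change of all probes there, 0.29, and its call was lost under median scaling (0.39) but kept under quantile normalization (0.45) and scaling to GAPDH (0.80), so scaling as its cause stays open. The p53 call in PCI-35 was also lost with normexp (0.37) and with replicate number as a block (0.47). With that block, ATF4 in PCI-35 gained a call (0.70). None of the calls of these 2 lists held under camera with an estimated correlation. On simulated data, lists of random probes gave 2 false calls in PCI-35 and 1 in PK-8 without adjustment, which gives no error rate for these lists.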

How the results depend on the processing

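The settings with normexp, with the spots marked as outliers kept and with the gene names counted by any spot or probe were chosen after seeing the data. The planned normexp on the mean spot signal was not run, since only some of the scanner files used hold that signal; normexp on the median spot signal stands in for it. Values are in the order MIA PaCa-2, PCI-35, PK-8. The cause of each change below was not tested unless the setting's own threshold gives it.

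No called gene or gene list reversed its direction under any setting, but the larger side of some counts did under other scalings: median scaling gave 953 lower and 717 higher probes in MIA PaCa-2. The counts, apart from that of opposite directions (5 instead of 8 as gene names), stayed within 1.5 times their value under scaling to the median, quantile normalization, the authors' normalized values, the dim-probe filter, slide, scanner or replicate number as blocks, 1 line per fit, the methods' t-test over spots or probes without adjustment, kept spots and gene names. The counts of differences between lines were not computed with 1 line per fit, the methods' t-test or gene names counted by any spot or probe, so nothing is said of them there. Of the 493 commonly altered probes, 454 remained under median scaling, 457 under quantile normalization, 350 under GAPDH scaling, 328 with the common floor, 460 with the dim-probe filter, 409 with slide as a fixed block and 443 with scanner as a block.

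Stricter tests lowered the counts. The methods' t-test with Benjamini-Hochberg adjustment gave 619, 249 and 989 altered probes, 8 common, and 183 only in PCI-35 and 832 only in PK-8. Treat against 4-fold gave 50, 440 and 841, with 2 common, 28, 199 and 592 in 1 line only, and 71, 108 and 25 differing between MIA PaCa-2 and PCI-35, MIA PaCa-2 and PK-8, and PCI-35 and PK-8. The 2-fold threshold, which is looser, gave 6636, 7084 and 10275, with 2394 common, 2079, 1650 and 3811 in 1 line only, and 3136, 4233 and 2009 differing. Without adjustment, limma found 2003 probes differing between PCI-35 and PK-8.

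Dim signal mattered as well. Normexp gave 560, 957 and 2013 altered probes, with 156 common, 250, 346 and 1299 in 1 line only, and 643, 1041 and 546 differing. The common floor gave 1637 in PCI-35 and 575 only there. What a probe near background can show is limited: for 263, 186 and 388 altered probes no MOCK array, and for 116, 262 and 763 no AbE array, was well above background. Their fitted changes are not measured sizes, and only a bound can be given for them.

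Scaling to GAPDH gave 629 probes differing between PCI-35 and PK-8. It also moved the share of lower and higher probes by more than 10 points: 400 lower and 1648 higher in MIA PaCa-2 (794 and 849 before), 831 and 1987 in PCI-35 (1163 and 1341), 1461 and 3637 in PK-8 (2242 and 2145), 129 and 504 common (272 and 221), 152 and 625 only in MIA PaCa-2 (288 and 359), and 851 and 1929 only in PK-8 (1281 and 1157). Median scaling gave 359 and 298 only in MIA PaCa-2.

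Among the gene lists, G2/M in every line, S phase in PCI-35 and PK-8, and ER chaperones in PCI-35 and PK-8 kept their call under every setting but camera. With camera and an estimated correlation all calls were lost, at the same medians: S phase -0.84, -2.24 and -3.07, G2/M -1.69, -4.16 and -4.27, ER chaperones 1.54 and 1.60 in PCI-35 and PK-8, ATF4 1.49 in PK-8 and p53 0.47 in PCI-35. S phase in MIA PaCa-2 lost its call under median scaling (-0.95), GAPDH scaling (-0.43) and 1 line per fit (-0.84), and ER chaperones in MIA PaCa-2 gained one under GAPDH scaling (0.58). p53 in PCI-35 lost it under median scaling (0.39) and normexp (0.37). ATF4 in PCI-35 gained a call with slide as a fixed (1.07) or random (0.88) block, cholesterol synthesis in PK-8 with slide as a fixed (-0.54) or random (-0.33) block or scanner as a block (-0.28). With 1 line per fit, ATF4 gained a call in MIA PaCa-2 (0.26) and PCI-35 (0.70) and lost that in PK-8 (1.49).

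The arrays of a cell line share replicate numbers, and whether these pair the arrays was checked by correlating the residuals of arrays with the same number. The correlation was above 0.1 in 6 of 8 pairs, from -0.348 to 0.463, and below 0 in both pairs of PK-8; 4 of the pairs shared a slide, so the numbers were not taken to pair the arrays. As a replicate block, the number gave 1626, 2526 and 4762 altered probes and 490 common, of which 483 were the same. ATF4 in PCI-35 (0.70) and cholesterol synthesis in PK-8 (-0.52) gained a call, and p53 in PCI-35 (0.47) lost it. With slide as a random block in addition, the values were 0.82, -0.52 and 0.53.

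Leaving out 1 array left 1443 to 1890 altered probes in MIA PaCa-2, 2295 to 2951 in PCI-35, 4152 to 4598 in PK-8 and 434 to 561 common. Differences between MIA PaCa-2 and PK-8 ranged from 1419 to 2212 and between PCI-35 and PK-8 from 610 to 1209, both lowest without PK-8 AbE replicate 1. That leaves a single AbE array, assumed to vary like the other groups. S phase in MIA PaCa-2 ranged from -1.06 to -0.73 and lost its call without MOCK replicate 1, MOCK replicate 2, AbE replicate 1 or AbE replicate 3 of that line. ER chaperones in MIA PaCa-2 (0.06 to 0.36) gained a call without MOCK replicate 1, and p53 in MIA PaCa-2 (-0.53 to -0.20) without MOCK replicate 2. ATF4 in PCI-35 (0.42 to 0.84) gained one without PK-8 MOCK replicate 2 or 3 (0.70 in both), and cholesterol synthesis in PK-8 (-0.52 to -0.05) without PCI-35 MOCK replicate 2, PCI-35 MOCK replicate 3 (-0.13) or PK-8 MOCK replicate 3.

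For single genes, 213 pairs of gene and line were followed (203 with the dim-probe filter). The methods' t-test with adjustment lost 119 calls, treat 72, normexp 27, GAPDH scaling 12 and the common floor 8, and each other setting at most 6; the 2-fold threshold added 22. Apart from CASC5, calls lost under normexp are not listed at the genes. In MIA PaCa-2 they include SPBC24 (-1.14), CCNA2 (-1.64), BARD1 (-1.99), CENPA (-1.74) and NLRP1 (1.71). FOXO4 lost its call under normexp in every line (0.85, 1.02 and 1.88).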

Differences from the paper's values

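With the settings used at the claims, the paper's counts for all lines and 1 line only lay within 1.5 times of the probe counts. For PCI-35 and PK-8 only, 1040 probes stood beside the 687 of Fig. 5a, which is more than 1.5 times. The paper's 394 common genes stand beside 501 probes altered in all lines in any direction, its 210 lower and 184 higher beside 272 and 221, and its 594, 691 and 1709 genes of 1 line only beside 647, 876 and 2438. Of the alternatives, median scaling gave 184 higher, the paper's number. Counts of gene names with any spot called by the methods' t-test, a setting chosen after seeing the values, gave 394 in all lines, 594 only in MIA PaCa-2 and 691 only in PCI-35, the paper's numbers, and 1708 only in PK-8, 212 lower and 175 higher. Counts further than 1.5 times from the paper's were 8 (methods' t-test with Benjamini-Hochberg adjustment), 2 (treat against 4-fold), 2487 (2-fold threshold), 644 (GAPDH scaling) and 157 (normexp) in all lines. For genes altered only in PK-8, the counts under quantile normalization (2612), GAPDH scaling (2780), slide as a fixed (2751) or random (2586) block, and replicate number as a block, alone (2808) or with slide (2830), were also more than 1.5 times the paper's 1709, as was 3811 with a 2-fold threshold, while adjustment of the methods' t-test (832) and treat (592) gave fewer. Only in MIA PaCa-2, treat (28), the 2-fold threshold (2079) and normexp (250) lay as far from the paper's count, and only in PCI-35 these settings (199, 1650 and 346) and the adjusted methods' t-test (183). The lower and higher parts of the common count lay as far under GAPDH scaling (129 and 504), the adjusted methods' t-test (3 and 5), treat (0 and 2), the 2-fold threshold (1063 and 1331) and normexp (101 and 55).

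The paper states that PCR showed CCNB2 lower in all lines, while its Fig. 5b draws the bar of MIA PaCa-2 slightly above 0; the array value there was -2.19. Fig. 5b draws FOXO4 below 0 in PCI-35 and above 0 in the other lines, and the array value in PCI-35 was 2.46. The PCR is relative to GAPDH and the array to its 75th percentile.

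The paper lists 21 genes of the mitotic spindle checkpoint in Table S4 as commonly altered, of which 18 were altered here in all lines. In MIA PaCa-2, AURKB, just short of 4-fold, was called under median scaling, quantile normalization, slide or scanner as a fixed block, the methods' t-test and without MOCK replicate 3, AbE replicate 1 or AbE replicate 2. INCENP (-1.99) was called under median scaling, the methods' t-test and without MOCK replicate 1, MOCK replicate 3 or AbE replicate 2. The brightest probe of C18orf24 (-1.43) was called under no setting applied to it; another probe was altered (-2.26), with no AbE array above background, so that it was at least 1.26-fold lower.

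Of the genes the paper discusses as repressed, C6orf173 (-1.64) and GTSE1 (-1.61) were not past 4-fold in MIA PaCa-2, though another probe of each was.

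Of the genes whose PCR results the paper reports, CCND1 (-1.91), HBP1 (1.03), CCNF (-1.62) and DAPK3 (1.89) were not past 4-fold in MIA PaCa-2, nor CDK6 (-1.83) in PCI-35. Another probe of CCND1, HBP1, CCNF and CDK6 was. Of the genes of Table S5 specific to MIA PaCa-2, FAM5C, SOX4 and TFDP2 were not altered there. FAM5C was called by the methods' t-test over probes (-2.28), with a common floor, 1 line per fit or limma without adjustment (-2.37 in each), and with replicate number as a block, alone (-2.37) or with slide as a random block (-2.16). TFDP2 was called by the methods' t-test over probes (-2.02), under median scaling (-2.07), with scanner as a block (-2.01) and without MOCK replicate 2 (-2.04), MOCK replicate 3 (-2.17) or AbE replicate 3 (-2.02). It was altered in PK-8 (-2.26) as well. Another probe of SOX4 was called. ZNF179, listed for PCI-35 only, was also altered in PK-8 (2.52), and CHEK2, listed for PK-8 only, in PCI-35 (-2.09).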

Other observations

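The count of gene names, and the count of splits that leave a line intact, were made only after the results had been seen.

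The paper counts genes and the arrays hold spots. A candidate explanation for the paper's numbers is that it counted gene names, each once if any of its spots was called by the methods' t-test. Of the numbers in Fig. 5a, 394 gene names in all lines, 594 and 691 in MIA PaCa-2 and PCI-35 only, and 79, 310 and 687 in pairs of lines came out equal, with 1708 beside the paper's 1709 for PK-8. Spots instead gave 480 in all lines, and limma's calls counted the same way 457 gene names. Of the 394, 212 were lower, 175 higher and 7 mixed, beside the paper's 210 and 184, a difference the unit does not settle.

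Whether other splits of the arrays give counts as large was examined. For altered probes in MIA PaCa-2 and in PCI-35, 1 of 10 splits, the real one, was as large, and 10 splits cannot exclude chance at a share of 0.05. The other splits gave at most 6 probes in MIA PaCa-2 and 0 in PCI-35, against 1643 and 2504 for the real ones. These values argue against chance as the source of the 2 counts. For PK-8 alone, with 2 AbE arrays, this was not run. For commonly altered probes it was 1 of 100, the real one, and the other splits gave 0 such probes. This argues against a count that arises without any effect of treatment. A split that mixes a line leaves it few altered probes to share by construction. The test therefore cannot show whether the overlap between lines is larger than chance. For probes altered only in MIA PaCa-2 it was 4 of 100, only in PCI-35 5 of 100 and only in PK-8 14 of 100. These shares do not show whether chance is excluded, since a split that keeps the grouping of 1 line and mixes the others gives a large count by construction. The other splits as large, 3, 4 and 13, each left the real grouping of at least 1 line intact, and the 78 splits without an intact line gave at most 0, 0 and 2 probes.

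CASP9 and PARP1 were not altered at 4-fold. CASP9 changed by 0.66 in MIA PaCa-2, 1.25 in PCI-35 (limma adjusted p = 2.0e-03) and 2.00 in PK-8 (adjusted p = 8.6e-05), and in PK-8 it passed 4-fold when arrays were scaled to GAPDH (2.46), with slide (2.15) or scanner (2.12) as a fixed block, slide as a random block (2.07), replicate number as a block (2.01), and without MOCK replicate 3 (2.01) or AbE replicate 2 (2.31). PARP1 changed by -0.24, -0.40 and -0.48, and by 0.17 in MIA PaCa-2 when arrays were scaled to GAPDH. Cleavage of these proteins is not measured by an array.

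The reference genes fell and were not altered. GAPDH changed by -0.41, -0.32 and -0.46 and is 0 by construction when arrays are scaled to it. The brightest probe of ACTB changed by -0.53, -0.20 and -0.58, and by 0.13 in PCI-35 when scaled to GAPDH. Its other probes changed by -1.64 to -0.15 in MIA PaCa-2, -1.13 to -0.33 in PCI-35 and -0.93 to -0.28 in PK-8.

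Genes of cholesterol synthesis, chosen as an unrelated list, had medians of -0.30, 0.19 and -0.13 (fry adjusted p = 4.2e-01, 5.6e-01 and 6.7e-02), with 5, 7 and 13 of 23 genes passing when adjusted over the list alone. Scaling to GAPDH gave 0.11, 0.52 and 0.33.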
